# Cell type-specific analysis of transcriptome changes in the porcine endometrium on Day 12 of pregnancy

**DOI:** 10.1186/s12864-018-4855-y

**Published:** 2018-06-14

**Authors:** Shuqin Zeng, Jochen Bick, Susanne E. Ulbrich, Stefan Bauersachs

**Keywords:** Pig, Pregnancy, Estrous cycle, Uterus, Endometrium, Transcriptomics, RNA-Seq

## Abstract

**Background:**

Along with trophoblast elongation (Days 10 to 12), estradiol is secreted in increasing amounts for recognition of pregnancy. Endometrial secretions driven by ovarian progesterone and conceptus signals are essential for conceptus growth and development. Results of transcriptome analyses of whole endometrial tissue samples in the pig indicated the need for cell type-specific endometrial gene expression analysis for a better understanding of transcriptome changes associated with establishment of pregnancy.

**Results:**

The most distinct transcriptome profile and the majority of differentially expressed genes (DEGs) were identified in luminal epithelium (LE). Many DEGs were found only in the cell type-specific analysis. The functional classification of DEGs identified in specific endometrial cell types revealed various distinct functions and pathways. Genes related to immune activation, estrogen signaling pathway, embryo development, and cell proliferation were upregulated in LE of pregnant gilts. Genes involved in sterol biosynthetic and metabolic processes and extracellular matrix were upregulated in stroma. Genes associated with cell communication such as via exosomes and vesicles were found as differential in LE, glandular epithelium (GE), and stroma (S).

**Conclusions:**

This study revealed that conceptus signals induce different transcriptomic regulations in the endometrial compartments/cell types related to their specific function during recognition and establishment of pregnancy.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4855-y) contains supplementary material, which is available to authorized users.

## Background

Uterine receptivity to conceptus implantation begins after hatching from the zona pellucida. The embryo pre-contacts with uterine luminal (LE) or superficial glandular (sGE) epithelia; later followed by apposition and adhesion between trophectoderm and uterine LE/sGE. Finally, limited or extensive endometrial invasion (depending on species and type of placenta) initiates placentation. These peri-implantation events are prerequisites for fetal and placental growth and development through the remainder of pregnancy [1, 2]. During the conception cycle, the porcine embryo undergoes the first cell divisions in the oviduct and arrives in the uterus in the 4 cells stage [3]. After hatching from the zona pellucida on Day 7, the porcine conceptus changes rapidly from spherical to tubular, and then filamentous form between Days 10 and 12 after ovulation [4]. This is accompanied by differentiation of trophoblast cells making the conceptus ready for implantation [5]. Maternal recognition and establishment of pregnancy in pigs requires a biphasic pattern of estrogen secretion by the conceptus, mainly 17β-estradiol (E_2_), increased between Days 11–12 and Day 15 and Days 25–30, respectively [6]. Previous studies also indicated that the porcine embryo exerts local effects on endometrial structures and functional parameters as well [7, 8]. The effects on the endometrial luminal epithelium structure, uterine blood flow [9], histotroph production and changes in prostaglandin F_2α_ (PGF2a) release are mainly caused by E_2_ through directly or indirectly mediating the release of other substances [10]. Influences on cellular organization, composition, and function derived from E_2_ effects is thought to facilitate in turn conceptus development and later plancentation [11]. The pro-inflammatory cytokine interleukin one beta 2 (IL1B2) which expression is dramatically increased only in expanding porcine conceptuses (Day 11–12), is proposed to contribute to embryo implantation [12]. Interleukin one beta 2 binds to the interleukin 1 receptor type 2 (IL1R2) on the epithelial surface which can activate the nuclear factor kappa-B (NFKB) system [13], followed by cytokines (tumor necrosis factor (TNFα), Interleukins (ILs), interleukin 6 family cytokine (LIF), and colony stimulating factor 2 (GMCSF)), chemokines (C-C motif chemokine ligand 5 (RANTES)), and the PTGS2 signaling pathway [14].

The embryo-endometrial cross-talk in the pig has evolved as a critical mechanism responding initially to the hormonal trigger in order to achieve receptivity and then amplify the decision under embryonic signals for pregnancy. Thus, the endometrium’s receptive ability and the prevention of luteolysis is very important during this critical period [5]. So far, a number of studies have been performed to analyze differential gene expression in porcine endometrium in response to embryonic signals starting from blastocyst stage [15] until placentation [16–19]. In our previous studies we investigated differential gene expression in porcine endometrium on Days 12 and 14 of pregnancy by the use of RNA-sequencing (RNA-seq) and identified numerous DEGs in response to the presence of conceptuses [18, 19]. Previous studies in the mouse conducted with Laser capture microdissection (LCM), a commonly used method to isolate different cell types from whole tissues or organs with high purity [20, 21], and microarrays indicated cell type-specific differences in transcriptome changes between LE and GE in response to pregnancy and revealed that different cell types act differentially and synergistically to permit blastocyst implantation [22]. Field et al. studied the immune-related gene expression in endometrial epithelial and stromal cells by LCM and microarrays, and found that the expression of factors involved in immunomodulation/endometrial remodeling was different between the epithelial and stromal compartments in a temporal manner [23]. Although the mouse is a good model to study the uterine transcriptome, the results can not be directly transferred to other species. Previously, Brooks et al. focused on the ovine cell-specific uterine transcriptome by the use of LCM and found a number of genes that contribute to cell proliferation, migration, attachment, and differentiation in ovine uterine LE [24]. Although a number of studies using LCM to dissect the endometrial cell types have been performed, none of them compared more than two cell types and did a comparison to the complete tissue sample. Since the knowledge about the cell-type specific gene expression is rather limited in porcine endometrium, the aim of the present study was to characterize the complex transcriptome changes in different endometrial cell types during the preimplantation period for improving our understanding of localization of endometrial gene expression regulation in context of recognition of pregnancy. To do this analysis in a transcriptome-wide manner, RNA-seq was performed for samples derived from luminal epithelium (LE), glandular epithelium (GE), and stroma (S) isolated by the use of LCM and compared to a corresponding data set for complete endometrial tissue samples.

## Methods

### Isolation of target cells

The animal experiment and sample collection is described in Samborski et al. [18]. Treatments of gilts were performed in accordance with the regulations of the local authorities (District Government of Upper Bavaria, Veterinary Office). The performed standard procedures/treatments in animal breeding were all in accordance with the International Guiding Principles for Biomedical Research Involving Animals, as proposed by the Society for the Study of Reproduction, with the European Convention on Animal Experimentation and with the German Animal Welfare Act. The animals were housed at farm facilities of the LMU Munich (Chair for Molecular Animal Breeding and Biotechnology) and slaughtered at the slaughterhouse of the Institute for Animal Breeding, Bavarian State Research Center for Agriculture, Poing, Germany.

A number of 8 prepuberal gilts were bought from a livestock trader (crossbreeds of German Landrace and Piétrain) and received a single injection of 750 IU PMSG (Intergonan®, MSD Animal Health Innovation GmbH, Schwabenheim, Germany) and 72 h later 750 IU hCG (Ovogest®, MSD Animal Health Innovation GmbH) to synchronize ovulation. Gilts of the “pregnant” group (*n* = 4) were inseminated twice (24 h and 36 h after hCG) with a standard dose of German Landrace semen whereas gilts of the “non-pregnant” control group (*n* = 4) were inseminated with the supernatant of centrifuged (10 min, 3000 rpm) semen of the same boar. Gilts were slaughtered on Day 12 after insemination. Endometrial samples (medial part of the uterine horns) were collected and snap-frozen in liquid nitrogen and stored at − 80° until preparation for LCM. Pregnancy was confirmed by the presence of filamentous conceptuses in the flush of the uterine horns. Briefly, frozen endometrium samples were cut in 10 μm thick sections with a Leica CM1950 clinical cryostat (Leica Biosystems, Germany), mounted onto membrane slides (MembraneSlide NF 1.0 PEN, Zeiss, Germany), and stained using a modified, rapid Cresyl violet staining protocol to identify LE, GE, and stromal cells. Briefly, the slides were first fixed with 70% ethanol (Sigma), and quickly washed in 50% ethanol. Cresyl violet was used to stain for 3 min, and then the stained slides were washed again with 50, 70, 100% ethanol, respectively (dip slides two/three times into each solution). Finally, the slides were dried at room temperature. All solutions were prepared with RNase-free water. The target cells from the sections were captured using a LCM Zeiss 200 M (inverse) microscope (Zeiss PALM Microsystems, Germany). When satisfactory cutting was achieved, the target tissue was lifted to the LCM cap (AdhesiveCap 200 clear, Zeiss, Germany) and 50 μl extraction buffer was used to incubate the LCM samples at 42 °C for 30 min to lyse the cells.

### Isolation of RNA, quality control, and RNA-sequencing

Total RNA was isolated from luminal epithelium, glandular epithelium, and stromal samples of each pig using the PicoPure RNA Isolation Kit (Applied Biosystems™, Vilnius, Lithuania) following the manufacturer’s instructions. Integrity and quantity of the RNA were assessed using the Agilent RNA 6000 Pico assay on the Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). The quality of the isolated total RNA extracted from LE, GE, and S were ranging from 6.6 to 9.4 (RNA integrity number, RIN). Most of the samples had a RIN around 8 were used to prepare a total of 24 RNA-seq libraries for biological replicates per group (*n* = 4 gilts) and cell type.

The Ovation SoLo Single Cell RNA-Seq System (NuGen Technologies, San Carlos, USA) was used for preparing RNA-Seq libraries starting from 500 pg of total RNA (corresponding to no more than 50 cells) according to the manufacturer’s recommendations. The number of PCR cycles for the first amplification step (determined by qPCR according to the manual) was between 15 and 20, for most of the samples 17. The 24 libraries were prepared from each individual sample for the three cell types of each replicate of both experimental groups. Then, all individual barcoded libraries were pooled for sequencing on two lanes of a single-read flow cell on an Illumina HiSeq 2500 instrument. Sequencing and demultiplexing were performed at the Functional Genomics Center Zurich (FGCZ).

### Bioinformatics and data analysis

The obtained sequence reads (Fastq files) were analyzed with a locally installed version of Galaxy [25]. The adapter sequence was clipped (for shorter fragments where sequencing runs into the adapter) and 5 bp were removed from the start of the reads. Sequences were mapped with Hisat2 (Sscrofa 11.1) from NCBI (ftp://ftp.ncbi.nih.gov/genomes/Sus_scrofa/GFF) and filtered by CPM cutoff after removing the PCR duplicates with NUGEN nudup based on the 8 random bases contained in the barcode adapter. The resulting read count table was used for statistical analysis in EdgeR to identify differentially expressed genes (DEGs) [26]. With a false discovery rate (FDR) of < 1% for LE and using its corresponding *p* value of 0.0021 as a cut-off for GE, stroma, and complete tissue, hierarchical cluster analysis was performed for DEGs in MultiExperiment Viewer (MeV). Gene ontology (GO) and pathway analysis was conducted by using the online tool ToppCluster and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [27]. The data set from complete endometrial tissue samples was analyzed with the same pipeline except the step for removal of PCR duplicates. Raw FASTQ files were deposited at National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GSE109539).

## Results

### Transcriptome sequencing of samples collected by LCM

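The LCM data set holds 22 RNA-seq libraries from the endometrium of 8 gilts on Day 12, 4 pregnant and 4 cyclic. LE and GE have 1 library from each gilt, and S has 1 from each of 3 pregnant and 3 control gilts. The authors prepared single-read libraries (Ovation SoLo), mapped the reads with Hisat2 to Sscrofa 11.1, removed PCR duplicates by the random bases of the adapter, filtered genes by a CPM cut-off and deposited 1 table of read counts per gene for each cell type, without normalization. The counting tool, its use of strand and the level of the CPM cut-off are not named in the paper. The counts on listed genes lay between 2628893 and 4020796 (median 3151994.5) in control LE and between 893912 and 3499461 (median 2680718.5) in pregnant LE. In GE they lay between 2083783 and 3702061 (median 2950400) in the control and between 1994670 and 3535722 (median 3074101.5) in the pregnant group. For S these totals were between 2484870 and 3278733 (median 2612874) in the control and between 1344151 and 3178271 (median 3146012) in the pregnant group. From these counts, each cell type was fitted on its own with TMM normalization and the quasi-likelihood test of edgeR for pregnant against control, over all listed genes. Following the thresholds of the paper, a gene was called DE at an FDR (Benjamini-Hochberg) below 1% in LE and at an unadjusted p value below 0.0021 in GE and S. Expression is given below as CPM after TMM normalization, as mean ± SD over libraries. Positive log2 FC values stand for higher expression in pregnant gilts, each with an approximate standard error (SE). In the quasi-likelihood fits, this SE is the size of the log2 FC divided by the square root of the F statistic. Against log2 FC values of the paper, which rest on the same samples, the SE serves only as a yardstick. Where no library of a group had more than 3 counts of a gene, its fold change is given as a lower bound against 3 counts. With 3 against 3 libraries in S, groups of unchanged genes are separated without overlap in 10% of cases by chance, and in 2.86% with 4 against 4. Differences in log2 FC between cell types were tested as interactions in 1 joint fit of the 10643 genes listed in all 3 tables. Unless a block is named, this fit did not pair the libraries of the same gilt. A large FDR of such a difference is therefore not evidence that the cell types respond alike.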

Cells from uterine LE, GE, and S were isolated from endometria collected from Day 12 pregnant gilts (*n* = 4) and Day 12 nonpregnant cyclic gilts (control, *n* = 4) using LCM. Although the isolated stromal areas comprise a mix of fibroblasts and other cell types, mainly different immune cells, stroma (S) is in the following referred to as a “cell type”. A total of 458.1 million raw reads were obtained from the two experimental groups; 205.4 and 252.7 million in pregnant and control groups, respectively. After low-quality reads were filtered out and PCR duplicates were removed, a total of 259.3 million clean reads (116.1 in pregnant group, 143.2 million in control group) were selected for further analyses (Additional file 1: Table S1).

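Summed over the 22 libraries, Table S1 of the paper lists 458.1 M raw and 357.2 M clean reads. The deposited tables hold 62.1 M counts on genes, 29.1 M in the pregnant and 33.0 M in the control group. Per library, the counts on genes were 10.4% to 24.5% of the clean reads listed in Table S1, with a median of 17.7%. All values given for the LCM samples rest on these counts and not on the numbers of clean reads.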

### Detected genes and DEGs in comparison of complete tissue and LCM samples

The obtained LCM RNA-seq expression data were compared to data from complete endometrium tissue samples collected from Day 12 pregnant gilts and corresponding cyclic controls (raw data from Samborski et al. [18]). A total of 12,401 genes were detectable with the LCM method. 

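The deposited tables list 11415 genes for LE, 11676 for GE and 11532 for S, and 12401 genes in at least 1 of them. All listed gene IDs were matched in the NCBI annotation of Sscrofa11.1. In the LE and GE tables, every listed gene reached at least 6.91 CPM in 3 libraries, while in S every listed gene reached at least 7.93 CPM in 2 libraries. Requiring at least 10 counts in every library of the cell type, the alternative that moved these numbers most, left 8941 genes in LE, 10264 in GE and 9945 in S.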

For the individual endometrial compartments these were 11,415, 11,676, and 11,532 genes (LE, GE, and S, respectively). Clearly more genes (16260) were detectable in complete endometrial tissue samples. A high number of genes (10576) could be detected in the three LCM sample types and in complete tissue (Fig. 1a). Only 170 genes were detectable in the LCM samples but not in the complete sample. The numbers of genes putatively showing cell type-specific expression were 317, 344, and 161, for LE, GE, and stroma, respectively (expression detected in the corresponding cell type and for most of the genes also in complete tissue). 

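By the presence of gene IDs, 317 genes were listed for LE alone, 344 for GE alone and 161 for S alone, while 10643 were listed for all 3 cell types. A further 208 genes were shared by LE and GE only, 247 by LE and S and 481 by GE and S. Of the genes listed for LE alone, 49 were DE in LE, 38 of them with higher expression in pregnant gilts, compared with 2 DE genes among those of GE and 3 among those of S. A gene absent from a table was below the CPM filter of that cell type, and its counts there are not analysed here.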

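The SLC genes listed for LE alone were SLC15A1, SLC15A3, SLC22A15, SLC26A4, SLC35F1, SLC36A1, SLC39A3, SLC3A1, SLC45A2, SLC5A4 and SLC7A4, with a median of 8.43 CPM over the LE libraries and a range from 3.82 to 52.7 CPM. TMEM200A, TMEM25, TMEM265, TMEM39B and TMEM88 were the TMEM genes of this group, at 4.14 to 8.59 CPM. The GE table alone listed 6 SLC and 4 TMEM genes, and the S table alone 3 and 1.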

Eleven solute carrier family members (*SLCs*) and 5 genes coding for transmembrane protein (TMEMs) were only detected in LE. In addition, 10 coiled-coil domain containing (*CCDC*) mRNAs were only found in GE. These genes detected only in one cell type were mostly expressed at rather low levels (data not shown).

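In the deposited tables, 9 genes with a CCDC symbol were listed for GE alone, namely CCDC110, CCDC148, CCDC151, CCDC153, CCDC167, CCDC17, CCDC175, CCDC24 and CCDC78. Their median expression over the GE libraries was 7.81 CPM, with a range from 5.73 to 13.1 CPM. LE alone had 2 CCDC genes and S alone had 1.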

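Median expression of the genes listed for a single cell type was 7.63 CPM in LE, 7.26 CPM in GE and 6.17 CPM in S, against 36.2, 34.9 and 36.2 CPM for all genes listed for the respective cell type. In LE, 99.4% of these genes lay below the median of all listed genes, as did 99.1% in GE and 98.1% in S. The highest expressed of them were SLC15A1 in LE, ACTG2 in GE (87.4 CPM) and LOC110260014 in S (94.1 CPM), although LOC110260014 reached 531 CPM in gilt 14 and at most 15.2 CPM in any other S library, and ACTG2 387 CPM in gilt 02 and 212 CPM in gilt 01.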

**Fig. 1:**
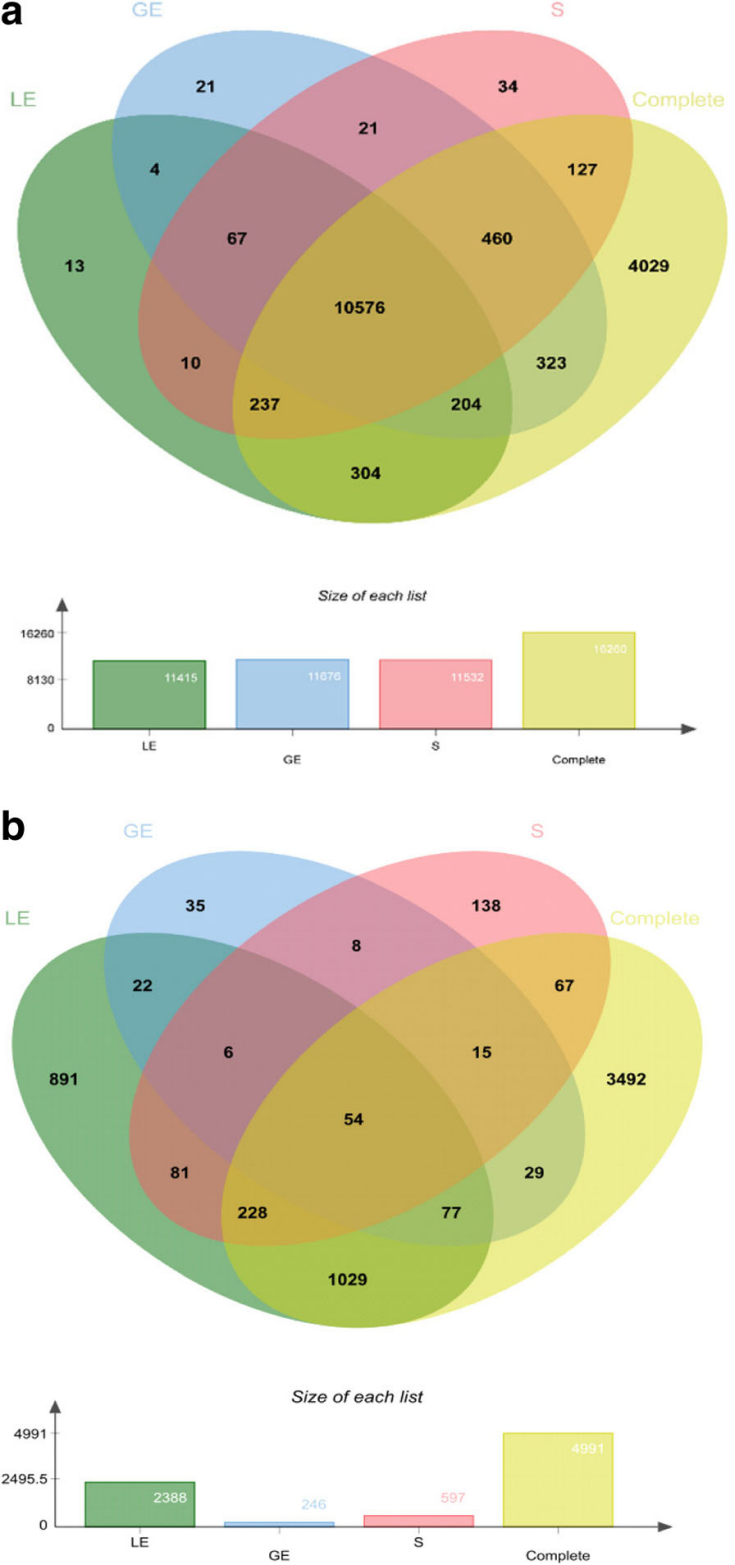
Venn diagram showing the overlaps of detectable genes (**a**) and differentially expressed genes (**b**). Green, luminal epithelium (LE); blue, glandular epithelium (GE); pink, stromal cells (S); yellow, complete tissue samples

The analysis of differential gene expression was performed between the pregnant and the nonpregnant group for each cell type and also for complete tissue samples. More DEGs were found for LE when compared with GE and S, i.e., 2388, 246, and 597 DEGs, respectively (Fig. 1b, Additional file 2: Table S2). 

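In the quasi-likelihood test, 1146 genes were DE in LE, 81 in GE and 170 in S. At an FDR below 1% in all 3 cell types the numbers were 1146, 1 and 0, while 4059, 945 and 1438 genes had an unadjusted p value below 0.05. Of the alternatives set before the data were examined, the DESeq2 Wald test gave the largest numbers in GE and S, 241 and 512, with 2182 in LE. With each gilt left out in turn, the number of DE genes ranged from 588 to 1643 in LE, from 42 to 100 in GE and from 65 to 221 in S, so that LE had the most in every one of these fits. When LE and GE were restricted to the 6 gilts with an S library, 435 genes were DE in LE, 35 in GE and 170 in S.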

Almost 5000 DEGs were obtained for the complete tissue samples in comparison of pregnant and nonpregnant gilts (Fig. 1b, Additional file 2:Table S2). 

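Compared between the LCM samples alone, 1005 genes were DE in LE but in neither GE nor S. Under the alternative tests this number was 1724 (exact test), 1733 (likelihood ratio test) and 1791 (DESeq2 Wald test). A gene DE in one cell type and not in another is not thereby shown to respond differently. In the joint fit, the log2 FC differed between LE and GE for 0 genes at an FDR below 1% and for 1329 at an unadjusted p value below 0.05, where 532 of the 10643 genes would be reached by chance. For LE and S these numbers were 0 and 1149. With the gilt as a fixed block, which uses that the cell types came from the same animals, the difference between LE and GE passed an FDR of 1% for 42 genes and that between LE and S for 2 genes, against 41 and 0 (1581 at an unadjusted p value below 0.05) with the gilt as a random block.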

Many of the DEGs, mainly for LE with 1920 DEGs, were differentially expressed (DE) in one cell type but not in the other cell types or in complete tissue (Fig. 1b, sector overlap LE with Complete and sector LE only). Also, for GE and S, many DEGs were specifically DE in these cell types (Fig. 1b). 

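In the LCM samples, 25 genes were DE only in GE and 72 only in S. A number of 54 genes were DE in LE and GE, 96 in LE and S, and 11 in GE and S, each including the 9 genes DE in all 3 cell types. Leaving out 1 gilt at a time, these numbers ranged from 26 to 63, 32 to 139, 4 to 23 and 3 to 20, and the DESeq2 Wald test gave 150, 289, 64 and 48. The difference in log2 FC between GE and S passed an FDR of 1% for 0 genes, with 644 genes at an unadjusted p value below 0.05.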

About half of all genes found to be DE in a cell type-specific way were not found as DE in the complete tissue sample.

### Unsupervised clustering of samples by multiple dimension scaling plots

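An MDS of the 22 libraries, based on the 500 genes with the largest pairwise differences in log2 CPM (prior count 2), placed 31.5% of the variance on the first and 23.7% on the second dimension. Pregnant and control libraries of LE were separated without overlap along the first dimension, whereas those of GE and of S overlapped there. Without gilt 13 or gilt 14, the S libraries were also separated along this dimension.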

Multiple dimension scaling (MDS) plot analysis revealed for principal component 1 a grouping according to the individual cell types, particularly for the LE in the pregnant state (Fig. 2a). 

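The distance between the group means of GE and S in the first 2 MDS dimensions was 0.440 for the libraries of pregnant gilts and 1.39 for those of cyclic gilts. Across MDS analyses of 1000 or all genes, with another prior count, with thinned counts or without single gilts, the pregnant distance remained the smaller of the pair. Without gilt 13, whose GE library lay apart from the other GE controls, the distance in cyclic gilts was 0.867. In a direct comparison of S with GE by the quasi-likelihood test, 0 genes passed an FDR of 1% in pregnant gilts and 0 in cyclic gilts, with 270 and 1209 genes at an unadjusted p value below 0.05.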

The GE and S samples derived from pregnant endometria were more similar to each other than the corresponding samples derived from the cyclic group. In the second dimension (principal component 2), a clear separation of pregnant and control samples was mainly found for LE, but also for GE and S (Fig. 2a). 

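Along the second MDS dimension, pregnant and control libraries were separated without overlap in LE and in S, while in GE they overlapped. Separation in GE along this dimension appeared only without gilt 01 or without gilt 13.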

The lowest distance between the pregnant and cyclic control group was observed for GE corresponding to the lowest number of DEGs.

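Over both MDS dimensions, the distance between the means of the pregnant and control groups was 1.31 in GE, 2.10 in S and 3.01 in LE. The mean distance of single libraries to their group mean was 1.03 in GE, 0.615 in S and 0.526 in LE. With 1 gilt left out at a time, the distance between the groups stayed between 1.15 and 1.53 in GE, between 2.07 and 2.27 in S and between 2.90 and 3.32 in LE.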

**Fig. 2:**
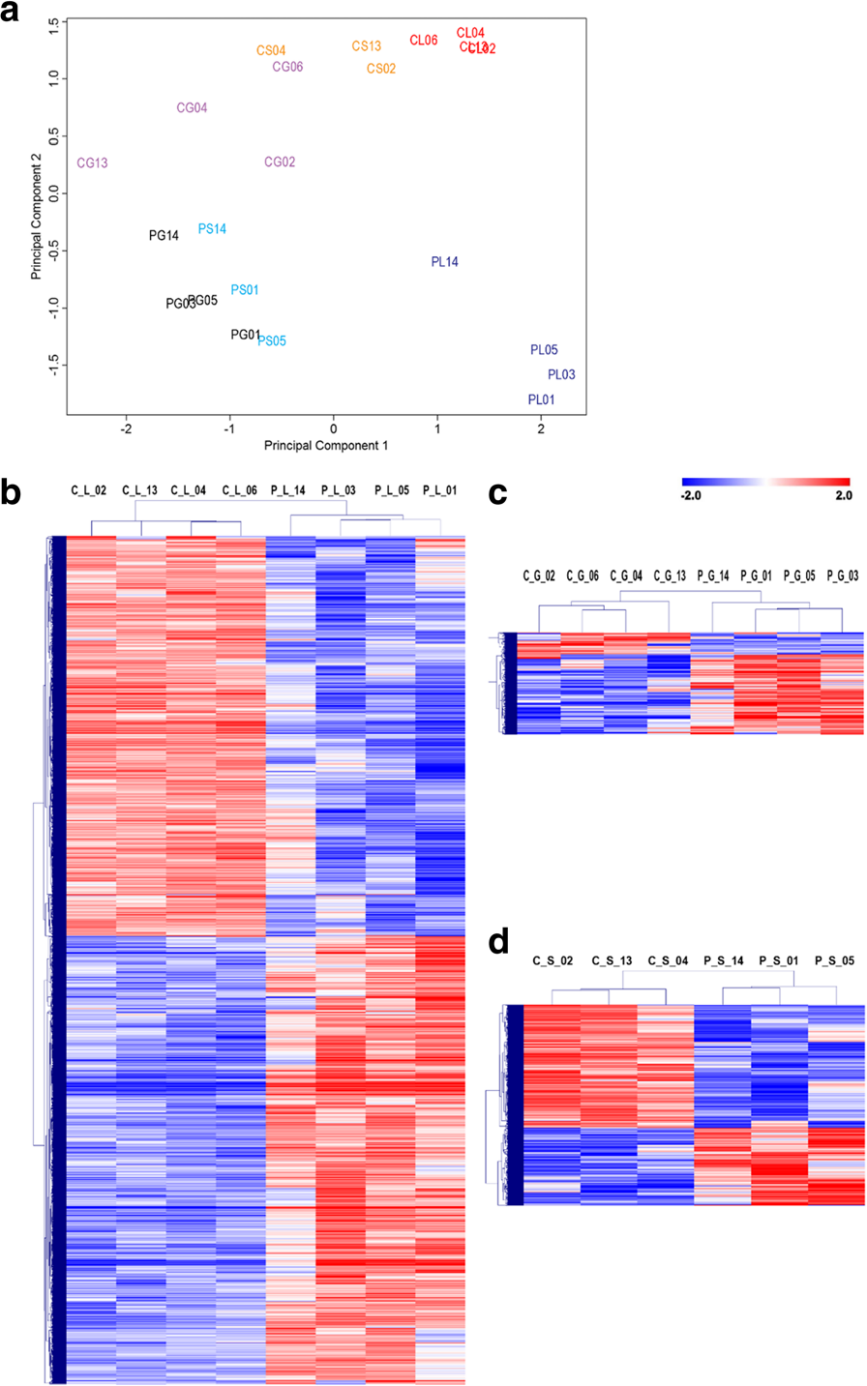
Unsupervised clustering of endometrial LCM samples. **a**. A multidimensional scaling plot (principal component analysis) for the 500 genes showing the highest pairwise fold changes between the samples in the dataset for LCM samples was performed in EdgeR. Samples from the same group are shown in the same color. **b-d** Hierarchical cluster analysis of differentially expressed genes identified for the luminal epithelium (**b**), glandular epithelium (**c**), and stroma (**d**). Mean-centered expression values (log2 counts per million of sample – mean of log2 counts per million of all samples) for the samples of the control and pregnant groups are shown for genes with significant differences in gene expression (FDR < 1%). Color scale is from − 2 (blue, lower than mean) to 2 (red, higher than mean). Each row represents 1 gene, each column 1 sample. The first letter of the sample IDs indicates the group (C or P: control or pregnant group) and the second the cell type (L, G, and S: luminal epithelium, glandular epithelium, and the stromal cells), followed by the ID of the animal, respectively

Furthermore, hierarchical cluster analysis was performed for the DEGs identified for each cell type (Figs. 2b, c, d). With respect to higher or lower expression in pregnant compared to cyclic endometrium, 1260 up-regulated and 1128 down-regulated, 193 up-regulated and 53 down-regulated, and 231 up-regulated and 366 down-regulated DEGs were identified in LE, GE and S, respectively (Additional file 2: Table S2).

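Of the genes DE in LE, 722 had higher and 424 lower expression in pregnant gilts. In GE, 67 were higher and 14 lower, and in S 49 were higher and 121 lower. The share with higher expression was thus 63% in LE, 82.7% in GE and 28.8% in S. Scaling by library size alone, without TMM, gave 582 higher and 570 lower genes in LE (50.5% higher) and placed the median log2 FC of all listed LE genes at −0.14, from 0.01 (0.00761) with TMM. In S, the share of genes with higher expression was 54% without gilt 14, from 101 of 187 genes, and between 16.8% and 34.7% without any other gilt.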

### Functional category analysis of DEGs

An overview of the network illustrating functional classification of the obtained DEGs is shown in Fig. 3. All DEGs of LCM were analyzed with ToppCluster tool for Gene Ontology (GO) and pathway analysis. Selected specifically enriched functional categories are shown for biological process (BP), molecular function (MF), cellular component (CC), and pathways for LE, GE, and S, respectively. The majority of overrepresented categories such as adhesion junction, cell motility, embryo development and MAPK cascade were obtained for LE. Cellular homeostasis, metal transport, and steroid metabolic process were found for stroma. Peptidase inhibitor activity and membrane transporter activity were enriched for GE samples. A systematic comparison of overrepresented GO categories and KEGG pathways between the endometrial cell types and complete endometria was performed with the DAVID tool. At a FDR of 1%, 47 overrepresented functional categories and KEGG pathways were found in total. For selected categories, the FDR and the fold enrichment obtained for the three cell types and complete endometria was used to generate a heatmap in order to illustrate specific and common overrepresented categories and pathways (Figs. 4a and b). Based on this comparison, DEGs were enriched for the functional categories “extracellular exosome” and “extracellular vesicle” in all three cell types as well as complete tissue. Specific enrichment of DEGs in LE was found for categories related to cell communication and signaling (e.g. estrogen signaling), immune response, epithelium development, cell proliferation, cytoskeleton, cell junction and migration. In contrast, DEGs found in stroma were enriched for functional categories and pathways involved in sterol and steroid biosynthesis and metabolism, inflammatory response, extracellular matrix, and ion transport. 

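For sterol biosynthesis, the expression of 22 genes of the cholesterol pathway, a list fixed before their values were seen, was compared between pregnant and control S. Of the 20 genes listed for S, 19 had lower expression in pregnant gilts, with a median log2 FC of −1.21, although none was called on its own. This direction is opposite to that given for sterol genes of stroma in the abstract of the paper. The median was −0.71 in LE, where 17 of 20 genes were lower and 3 of them DE, and −0.41 in GE, where 15 of 19 were lower. As a set, the list was lower in S by camera (FDR 8.91e-12, preset correlation between genes) but not at an FDR of 5% by fry (FDR 0.0829), which estimates the correlation from the libraries. The same held in LE (camera FDR 0.0012, fry FDR 0.0829) and GE (camera FDR 0.00477, fry FDR 0.374). Without single gilts the median in S stayed between −1.38 and −1.12. At an FDR below 5% in S, 0 single genes passed in the quasi-likelihood test, 4 each in the exact and likelihood ratio tests and 7 in the DESeq2 Wald test. In the joint fits 2 passed without a block and 3 with the gilt as a random block, and 3 passed without gilt 05. Overrepresentation of GO terms was not analysed here.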

Particular enrichment for DEGs in complete endometria was identified for categories related to cell division and blood vessel morphogenesis. For GE, the number of enriched terms and pathways was generally very low due to the low number of DEGs. More detailed information about the comparison of overrepresented categories and pathways and the assigned DEGs for specific cell types and complete tissue is shown in Additional file 3: Table S3.

**Fig. 3:**
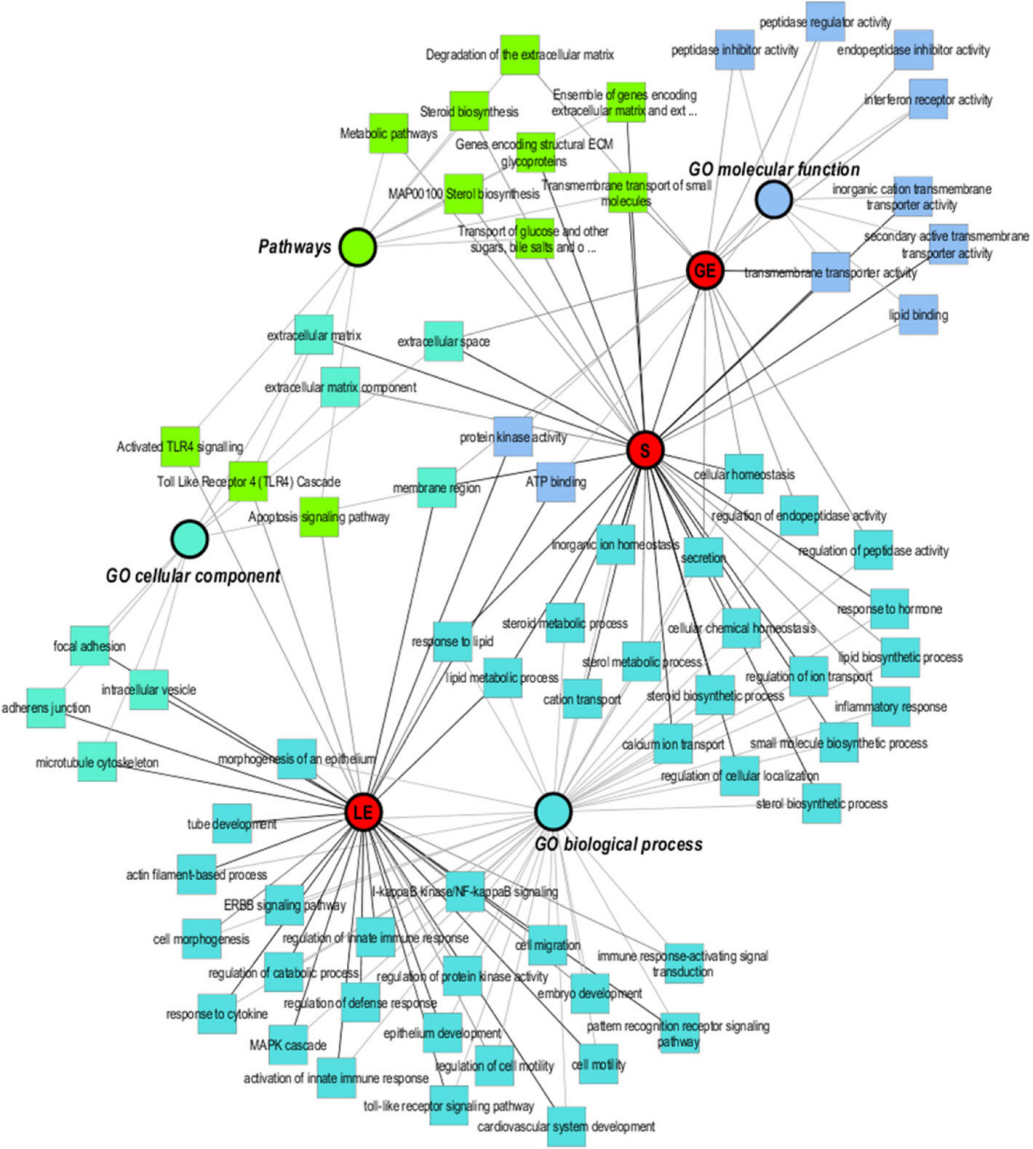
Gene Ontology (GO) functional classification network. All significant genes (human Entrez Gene IDs) in three cell types were used as input for the ToppCluster. The following databases were used, i.e. “biological process”, “cellular component”, “molecular function” and pathway. Finally, the data were uploaded in Cytoscape 3.4.0 to modify the network. Nodes were colored based on specificity: red nodes specific for luminal epithelium (LE), glandular epithelium (GE), and stromal cells (S); nodes for the three GO functions and pathway were in different colors

**Fig. 4:**
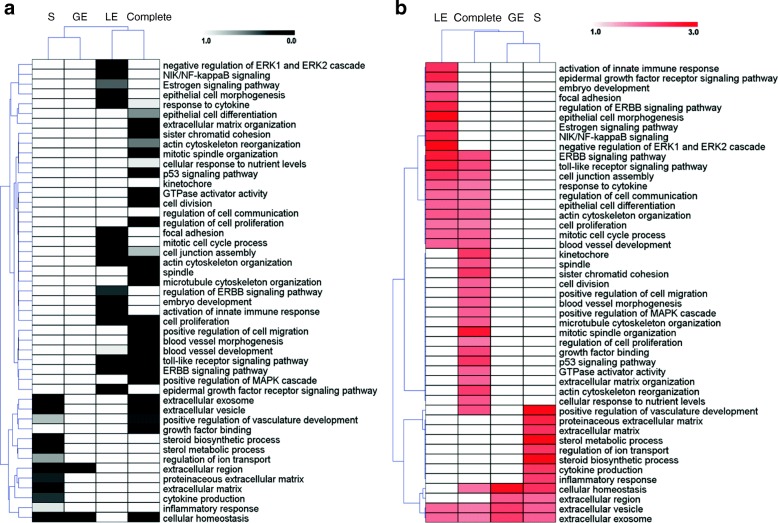
Comparison of significance of enrichment (false discovery rate, FDR) of selected functional categories and pathways between endometrial compartments and complete endometrium samples (**a**). Overrepresented functional categories and pathways were selected (FDR < 1%) from the results obtained for each cell type and the complete endometria. The FDR from 0 (black) to 1 (white) is shown for selected categories/pathways specific or in common for the studied cell types. Each row represents a function or pathway, each column a cell type or complete tissue (luminal epithelium (LE), glandular epithelium (GE), stromal cells (S), and complete tissue). Comparison of fold enrichment of selected functional categories and pathways between endometrial compartments and complete endometrium samples (**b**). Overrepresented functional categories and pathways were selected (FDR < 1%) from the results obtained for each cell type and the complete endometria. The fold enrichment from 1 (white, no enrichment) to 3 (red, 3-fold enrichment) is shown for selected categories/pathways specific or in common for the studied cell types. Each row represents a function or pathway, each column 1 cell type or complete tissue (luminal epithelium (LE), glandular epithelium (GE), stromal cells (S), and complete tissue)

### Genes differentially expressed in specific cell types or in complete tissue

First, the log2 fold changes (FC) (pregnant/control) of the top 10 up- and downregulated DEGs for each cell type and complete endometrial tissue were compared (Fig. 5, Additional file 4: Table S4). 

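Ranked by log2 FC among DE genes whose pregnant and control libraries did not overlap, the genes with the largest increase in LE were S100A9, S100A8, TRPV3, S100A12, SAA3, LOC102157603, SERPINB7, SERPINB2, ACOD1 and S100A7. ACOD1 (gene ID 100524951, chromosome 11, 49077152 to 49088218) increased from 0.345 ± 0.69 to 196 ± 109 CPM (SD, n = 4 per group) in LE (log2 FC 8.70, SE 0.75, quasi-likelihood FDR 8.17e-05), and TRPV3, SAA3 and LOC102157603 were at least 49.1-fold, at least 106-fold and at least 39.7-fold higher. Lower in pregnant LE were, in this order, LOC102162768, NXNL2, SLC24A4, GPR83, LOC102166944, LOC110260804, CDH17, UPK3A, LOC110255187 and SLC30A2. CDH17 (gene ID 100157834, chromosome 4, 42508852 to 42597888) decreased from 145 ± 89.6 to 3.06 ± 4.85 CPM (SD, n = 4 per group) in LE (log2 FC −5.24, SE 0.76, quasi-likelihood FDR 0.00111). In GE the leading increases were those of S100A9, S100A8, S100A12, TCN1 and LOC100620265, and the leading decreases those of OAS1 and LAMA3 (log2 FC −2.71, SE 0.51, quasi-likelihood FDR 0.189). S had S100A9, MMRN1, S100A12, S100A8 and ADAMTS20 as leading increases, and GPR83 (at least 13.2-fold lower), LGR5 (at least 12.6-fold lower), CYP26A1, LOC110255187 and CDH17 as leading decreases. The level of ACOD1 in pregnant GE and S was 14.6% and 23.0% of that in pregnant LE.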

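MMRN1 (gene ID 100516922, chromosome 8, 129113951 to 129173413) was listed in the S table only. It had 0 counts in the 3 control libraries and 61.1 ± 54.9 CPM (SD, n = 3) in pregnant S, at least 51.8-fold more, and was called there, although only in 2 of the 6 fits that left out 1 gilt. PROX1 (gene ID 100169702, chromosome 9, 129527704 to 129583693) was also listed for S only and was at least 18.6-fold higher in pregnant S, just above the p value cut-off, and passed it in the exact, likelihood ratio and DESeq2 Wald tests. Of its 50-base windows, 6.71% also occur in another gene. Both MMRN1 and PROX1 had their highest level in gilt 01, with 121 and 50 CPM, against 14 and 2 CPM in the lowest pregnant library. SCN3A increased from 0.656 ± 1.14 to 19.5 ± 20.0 CPM (log2 FC 4.87, SE 1.64, quasi-likelihood FDR 0.298) and was not called, like SOSTDC1 and LOC102165712, which were at least 2.62-fold and at least 2.95-fold lower in pregnant S. The DESeq2 Wald test called all 5 of these genes, and the exact and likelihood ratio tests all but SCN3A. None of these genes is listed for LE or GE, so that a difference in response between the cell types was not tested.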

Genes such as multimerin 1 (*MMRN1*), prospero homeobox 1 (*PROX1*), sodium voltage-gated channel alpha subunit 3 (*SCN3A*), synuclein alpha (*SNCA*), sclerostin domain containing 1 (*SOSTDC1*), *LOC102165712* were only DE in stroma. The genes neuropeptide Y (*NPY*), osteocrin (*OSTN*), hemoglobin subunit epsilon 1 (*HBE1*), *LOC106510525*, *LOC110257993* could only be found as DE in complete tissue. 

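S100A9 (gene ID 100127489, chromosome 4, 96236114 to 96238989) had 1139.8 ± 1044 CPM in pregnant LE, 167 ± 177 CPM in pregnant GE (SD, n = 4 each) and 122 ± 106 CPM in pregnant S (SD, n = 3), with at most 3 counts in any control library. This is at least 1030.0-fold, at least 117-fold and at least 104-fold higher than in the controls, and the gene was called in all 3 cell types. S100A8 was at least 317-fold, at least 38.4-fold and at least 57.9-fold higher in LE, GE and S, and S100A12 at least 397-fold, at least 51.0-fold and at least 112-fold higher, and both were called throughout. Among the fits without single gilts, the calls of S100A8 and S100A9 in S were kept in 1 of the 6 and 3 of the 6, and that of S100A9 in GE in 6 of the 8. The levels of S100A8, S100A9 and S100A12 in pregnant GE were 15.5%, 14.5% and 16.4% of those in pregnant LE, and 18.8%, 10.3% and 29.2% in pregnant S. S100A7 (gene ID 100144623, chromosome 4, 96176718 to 96178694) was listed for LE only, where it had 0 counts in controls and 17.2 ± 12.1 CPM (SD, n = 4) in pregnant gilts, at least 15.6-fold more (quasi-likelihood FDR 0.00299). Of the 50-base windows of S100A7, 60.1% also occur in the neighbouring gene model LOC110260465, between which reads could have been divided.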

Some members of the S100 calcium binding protein A family were highly upregulated in all three cell types, except S100 calcium binding protein A7 (*S100A7*) which was specifically upregulated in LE. Furthermore, serpin family B members 2 and 7 were highly upregulated in all cell types whereas serpin family B member 11 (*SERPINB11*) in LE only (not detectable in GE and stroma).

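SERPINB2 (gene ID 100519286, chromosome 1, 157871919 to 157886525) was at least 116-fold higher in pregnant LE (quasi-likelihood FDR 0.000128) and increased from 0.9 ± 0.995 to 38.0 ± 28.6 CPM in S, where it was called (log2 FC 5.43, SE 1.02, quasi-likelihood FDR 0.116). In GE it was at least 19.2-fold higher without being called, although the exact, likelihood ratio and DESeq2 Wald tests called it. SERPINB7 (gene ID 100152588, chromosome 1, 157953872 to 157999242) increased from 0.288 ± 0.575 to 231 ± 129.8 CPM (SD, n = 4 per group) in LE (log2 FC 9.15, SE 0.71, quasi-likelihood FDR 5.18e-05). In GE it increased from 1.13 ± 2.27 to 31.6 ± 27.7 CPM (log2 FC 4.89, SE 1.25, quasi-likelihood FDR 0.333) and in S from 1.80 ± 2.87 to 53.5 ± 53.7 CPM (log2 FC 4.95, SE 1.26, quasi-likelihood FDR 0.195), in both cases above the p value cut-off, although the exact and likelihood ratio tests called it in both cell types and the DESeq2 Wald test in S. The difference in log2 FC of SERPINB7 between LE and GE was 4.26 (SE 1.95, FDR 0.369) in the joint quasi-likelihood fit. In pregnant GE, SERPINB2 and SERPINB7 reached 21.2% and 13.5% of their level in pregnant LE, and 28.7% and 22.5% in pregnant S. SERPINB11 (gene ID 100156623, chromosome 1, 158015714 to 158030833) was listed for LE only, at 11.2 ± 7.07 CPM in pregnant gilts, at least 10.1-fold more than in controls (quasi-likelihood FDR 0.00156).

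**Figure D1:**
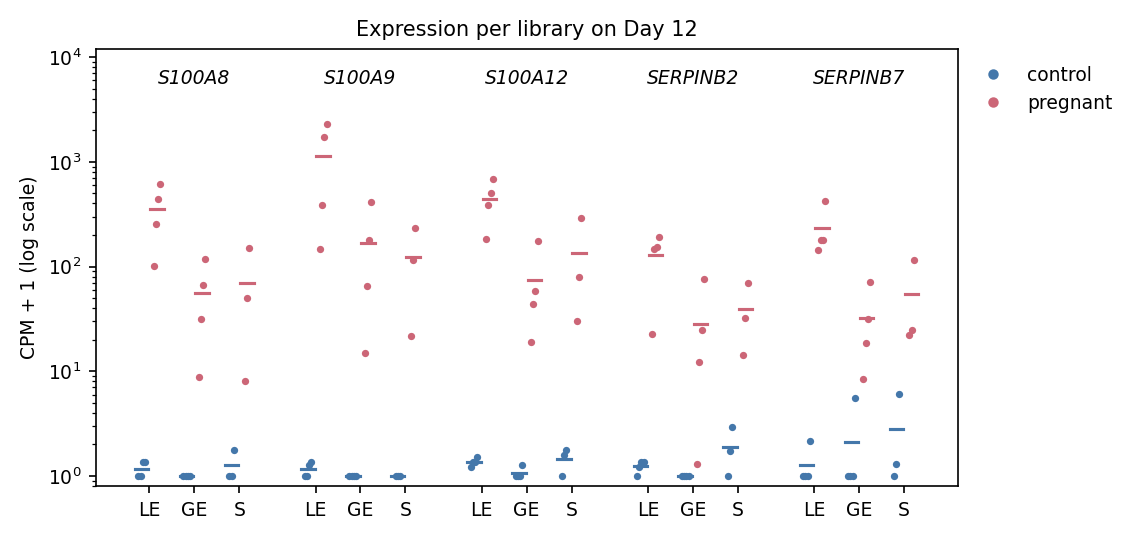
CPM after TMM normalization, plus 1 and on a log scale, of S100A8, S100A9, S100A12, SERPINB2 and SERPINB7 in each library of LE, GE and S. Points are single libraries of control (blue) and pregnant (red) gilts, and lines are group means. In LE, all pregnant libraries lie above all control libraries, with SERPINB7 means of 0.288 CPM in control and 231 CPM in pregnant libraries.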

**Fig. 5:**
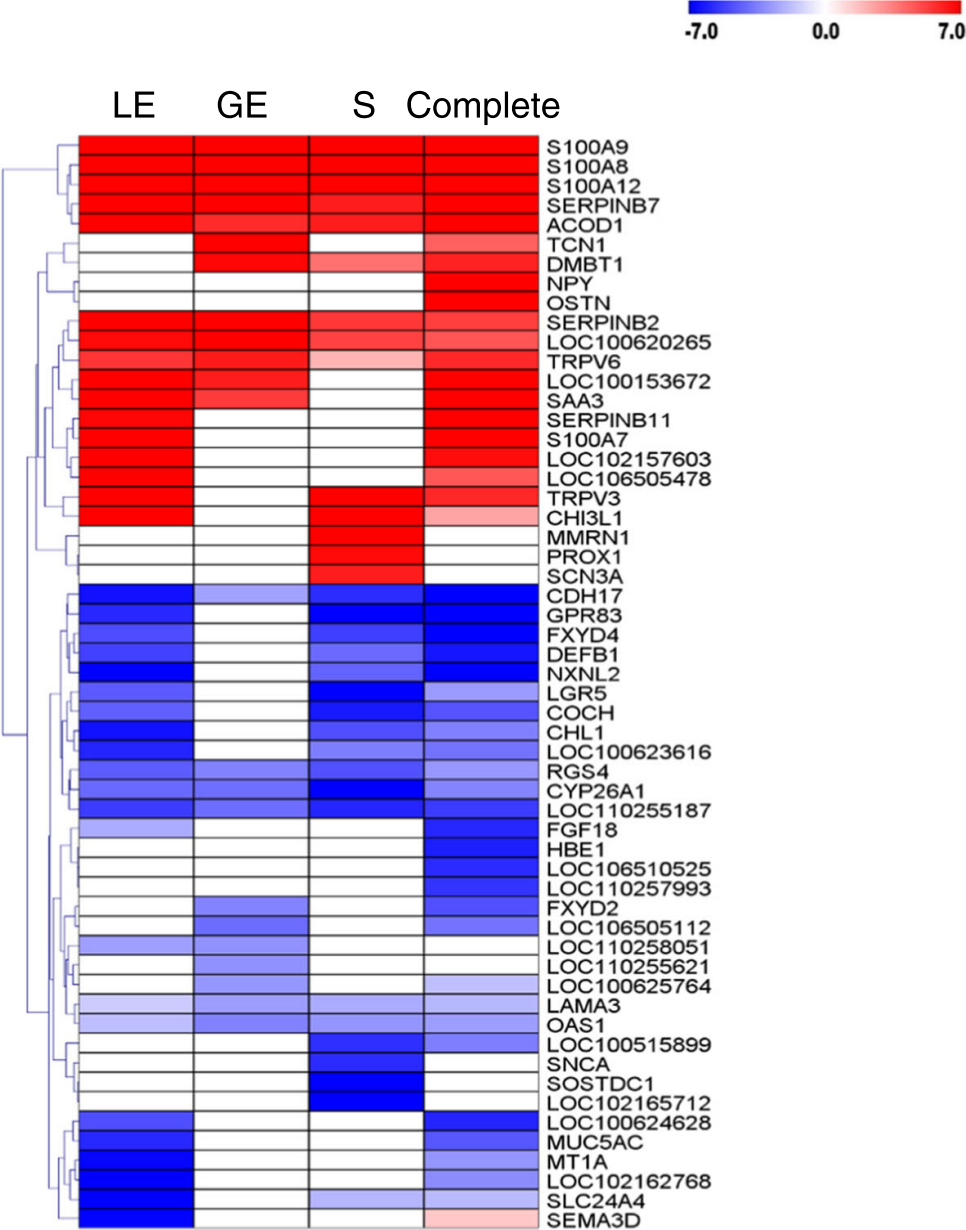
Heatmap for the log2 fold changes (pregnant/control) of the top 10 differentially expressed genes of each gene expression comparison. The scale is from log2 FC -7 (blue, downregulated in pregnant samples) to log2 FC 7 (red, upregulated in pregnant samples). Each row represents 1 gene, each column 1 cell type or tissue (luminal epithelium (LE), glandular epithelium (GE), stromal cells (S), and complete tissue)

Genes were defined as specifically DE if they were contained in the Venn diagram in the not overlapping sectors of each cell type and the sector for the overlap of one cell type with the DEGs found in the complete tissue samples (Fig. 1b). Furthermore, genes were analyzed that were DE only in the complete tissue samples, which may well contain genes DE in cell types not present in the LCM samples. Functional annotation results (overrepresentation analysis) for genes only DE in certain cell types or complete tissue are shown in Additional file 5: Table S5. The main overrepresented functional categories for the genes specifically upregulated in LE were related to “phosphorus metabolic process”, “ATP binding”, “signal transduction”, “cell adhesion/junction”, “cell migration”, “extracellular vesicle”, “amide and peptide biosynthetic process”, “protein transport”, “cytoskeleton organization”, “immune response”, and “cell cycle”. The genes specifically downregulated in LE were involved in “metal ion binding”, “cell morphogenesis”, “epithelium development”, “microtubule cytoskeleton”, and “DNA repair”. Only a few overrepresented functional categories were found for GE-specific DEGs, “endoplasmic reticulum” and “extracellular vesicle” for upregulated genes. Specific DEGs for stromal regions were enriched for “ion transport”, “cytoskeleton organization”, “cell morphogenesis”, and “blood vessel development” (upregulated genes) and “cellular lipid metabolic process”, “steroid biosynthetic process”, “endoplasmic reticulum”, and “metal ion binding” (downregulated genes). Highly significant enrichment was obtained for many functional categories in the analysis of upregulated genes specific for complete tissue. The main processes and functions were “cell cycle”, “cell proliferation”, “vasculature or blood vessel development”, “cell motility”, “cell death”, “proteolysis”, “signal transduction”, “cell adhesion”, “leukocyte activation”, and “extracellular vesicle”. For the downregulated genes, specific for complete tissue, overrepresentation was found for “mitochondrion”, “steroid dehydrogenase activity”, “ciliary part”, “cilium organization”, and a variety of metabolic processes.

### DEGs involved in estrogen signaling, prostaglandin metabolism and signaling, and other selected pathways

A number of 249 DEGs assigned to a selection of particularly interesting pathways and processes, e.g., estrogen signaling, steroid hormone biosynthesis, prostaglandin (PG) metabolism, signaling and transport, interleukin-1 (IL1) and interferon (IFN) type I signaling are shown in Additional file 6: Table S6. 

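Of the 248 human genes behind the 249 entries of Table S6, 224 were matched by symbol to pig genes, and 218 of these were listed for LE, 212 for GE and 220 for S. The list was assembled by the authors from the DEGs of these and the complete tissue samples, so that tests on it are not independent of them. Where Table S6 gives a log2 FC for a DEG, the sign was the same here for 120 of 120 genes in LE, 19 of 19 in GE and 41 of 41 in S.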

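Among the 218 genes of Table S6 listed for LE, the quasi-likelihood test called 76 over all genes tested, 57 with higher and 19 with lower expression in pregnant gilts. Adjusted over the list alone, 108 genes had an FDR below 1%. The DESeq2 Wald test called 113 of them.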

A total number of 122 DEGs including 81 up- and 41 downregulated genes were found as DE in LE. 

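In GE, 6 of 212 listed genes of Table S6 were called, all with higher expression in pregnant gilts. No gene had an FDR below 1% adjusted over the list alone, and 5 had one below 5%. Calls in GE numbered 14 by the likelihood ratio test and 20 by the DESeq2 Wald test.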

For the GE, 16 were up- and 3 downregulated. In addition, a number of 20 genes were upregulated and 22 genes were downregulated in stroma. 

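For S, 21 of 220 listed genes of Table S6 were called, 5 with higher and 16 with lower expression in pregnant gilts, and 8 had an FDR below 1% adjusted over the list alone. Among the alternatives set before the data were examined, the number ranged from 0 at an FDR below 1% over all genes (1438 genes of S had an unadjusted p value below 0.05) to 40 in the DESeq2 Wald test. Without gilt 14, 13 of the called genes were higher and 11 lower. Lower genes outnumbered higher ones without any other gilt, with 0 higher and 9 lower without gilt 02 and 0 and 8 without gilt 13.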

For complete endometrial samples, 117 assigned genes were upregulated and 69 were downregulated. For some of the pathways, functionally related genes showed distinct localization of gene expression regulation and in part the same direction of regulation (i.e., collective up- or downregulation).

### Comparison of the LCM RNA-seq results to data from real-time RT-PCR and published localization studies

Overall, the overlap of the DEGs between the LCM samples and the complete tissue samples (dataset from Samborski et al. [18]) showed the reliability of the LCM RNA-seq data. Furthermore, a comparison to results of quantitative PCR for 25 selected genes from Samborski et al. [18] and other studies was performed (Table 1). Furthermore, the localization of endometrial gene expression of 20 selected genes observed by LCM RNA-seq was compared to results from in situ hybridization (ISH) and immunohistochemistry (IHC) (Table 2). Both comparisons showed very good agreement and in addition the superior sensitivity in comparison to ISH and IHC.

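Table 1 of the paper gives 62 log2 FC values of the LCM samples for genes listed in the deposited tables. That of ABCC9 in GE is printed as no change and has no sign, and all others had the same sign in the quasi-likelihood fits. Of the 54 that could be fitted with counts in both groups, 41 lay within 1 SE of the value in Table 1, and the median absolute difference was 0.23. The other 8 had only a lower bound, since all libraries of a group had at most 3 counts, and no bound was more than 1.5 times the fold of Table 1. The quantitative PCR values were not analysed here.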

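Of the LCM log2 FC values of Table 2, the 13 not already given in Table 1 were compared here. All 13 had the same sign in the quasi-likelihood fits, and 12 lay within 1 SE. The values also given in Table 1 are counted there. Of these, AKR1B1 in S, HPGD in LE and GE and SLCO4C1 in LE lay beyond 1 SE. ISH and IHC results were not analysed here.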

**Table 1:** Comparison of RNA-seq and qPCR data

Ssc gene symbol	Ssc Entrez Gene ID	Hsa gene symbol	Hsa Entrez Gene ID	Hsa gene description	log2 FC P/C						P-value*						
					RNA-seq				qPCR		RNA-seq				qPCR		
					LE	GE	S	Complete	D12	D14	LE	GE	S	Complete	D12	D14	PubMed ID
*ABCC1*	733,619	*ABCC1*	4363	ATP binding cassette subfamily C member 1	3.5	1.4	1.1	2.4	1.6	–	< 0.001	0.224	0.321	< 0.001	< 0.01	–	27764917
*LOC100738425*	100,738,425	*ABCC4*	10,257	multidrug resistance-associated protein 4	nd	2.9	nd	2.2	2.1	–	–	0.019	–	0.001	< 0.001	–	24695625
*ABCC9*	100,127,449	*ABCC9*	10,060	ATP binding cassette subfamily C member 9	1.2	0.0	0.6	2.2	1.8	–	< 0.001	0.999	0.844	< 0.001	< 0.05	–	27764917
AKR1B1	396,816	AKR1B1	231	aldo-keto reductase family 1 member B	5.2	5.2	2.2	5.1	5.8	–	< 0.001	< 0.001	0.060	< 0.001	< 0.001	–	24695626
*BAALC*	100,170,128	*BAALC*	79,870	brain and acute leukemia, cytoplasmic	nd	nd	nd	−5.0	−5.8	–	–	–	–	< 0.001	< 0.001	–	24174570
*LOC100157834*	100,157,834	*CDH17*	1015	cadherin 17, LI cadherin (liver-intestine)	−6.5	−2.6	−5.8	−8.3	−6.3	–	< 0.001	0.001	< 0.001	< 0.001	< 0.001	–	24174570
*CLDN1*	100,625,166	*CLDN1*	9076	claudin 1	5.0	nd	4.2	3.4	1.8	–	< 0.001	–	< 0.001	< 0.001	0.002	–	25123632
*PBD-2*	404,699	*DEFB1*	1672	defensin, beta 1	−5.2	−1.7	−4.1	−6.4	−5.9	−3.4	< 0.001	0.015	< 0.001	< 0.001	< 0.001	0.010	24174570
*FGF9*	396,717	*FGF9*	2254	fibroblast growth factor 9 (glia-activating factor)	2.2	nd	nd	3.0	3.7	3.0	< 0.001	–	–	< 0.001	< 0.001	< 0.001	24174570
*FGFR3*	100,514,115	*FGFR3*	2261	fibroblast growth factor receptor 3	−1.2	−0.1	−1.1	−2.3	–	− 0.6	< 0.001	0.991	0.066	< 0.001	–	0.048	20393170
*LOC100511475*	100,511,475	*FXYD4*	53,828	FXYD domain containing ion transport regulator 4	−4.9	nd	−5.2	−7.4	−7.5	–	< 0.001	–	< 0.001	< 0.001	< 0.001	–	24174570
*LOC100513220*	100,513,220	*GPR83*	10,888	G protein-coupled receptor 83	−5.9	nd	−7.5	− 7.8	−4.0	–	< 0.001	–	< 0.001	< 0.001	< 0.001	–	24174570
*HPGD*	100,156,186	*HPGD*	3248	hydroxyprostaglandin dehydrogenase 15-(NAD)	−3.8	−1.4	−3.6	−3.0	−2.7	–	< 0.001	0.005	< 0.001	< 0.001	< 0.01	–	24695626
*LOC100739374*	100,739,374	*IL24*	11,009	interleukin 24	−2.8	−1.4	− 2.7	−4.6	−5.2	−5.3	< 0.001	0.254	< 0.001	< 0.001	0.024	0.033	24174570
*IRF1*	396,611	*IRF1*	3659	interferon regulatory factor 1	0.6	−0.1	0.4	0.4	0.5	2.9	0.115	0.890	0.397	0.087	0.188	0.003	24174570
*IRG1*	100,524,951	*IRG1*	730,249	immunoresponsive 1 homolog (mouse)	10.3	5.8	6.2	9.9	8.0	–	< 0.001	0.000	< 0.001	< 0.001	< 0.001	–	24174570
*OSTN*	100,049,691	*OSTN*	344,901	osteocrin	nd	nd	nd	10.3	12.4	–	–	–	–	< 0.001	< 0.001	–	24174570
*S100A9*	100,127,489	*S100A9*	6280	S100 calcium binding protein A9	12.4	11.5	11.3	10.4	10.6	9.2	< 0.001	< 0.001	< 0.001	< 0.001	< 0.001	< 0.001	24174570
*SERPINB7*	100,152,588	*SERPINB7*	8710	serpin peptidase inhibitor, clade B, member 7	10.4	7.9	6.2	10.3	8.9	5.4	< 0.001	< 0.001	< 0.001	< 0.001	< 0.001	0.018	24174570
*SLCO2A1*	100,144,510	*SLCO2A1*	6578	solute carrier organic anion transporter family member 2A1	1.0	0.4	2.3	0.5	3.0	–	0.011	0.960	< 0.001	0.053	< 0.001	–	24695625
*SLCO4C1*	100,737,557	*SLCO4C1*	353,189	solute carrier organic anion transporter family member 4C1	1.6	0.2	1.3	2.3	2.6	–	0.007	0.978	0.174	< 0.001	< 0.05	–	27764917
*SLCO5A1*	100,157,250	*SLCO5A1*	81,796	solute carrier organic anion transporter family member 5A1	8.4	4.9	5.9	6.4	9.2	–	< 0.001	< 0.001	< 0.001	< 0.001	< 0.05	–	27764917
*SPP1*	397,087	*SPP1*	6696	secreted phosphoprotein 1	4.1	1.6	3.2	2.4	2.5	3.2	< 0.001	0.005	< 0.001	< 0.001	0.008	0.029	24174570
*LOC100738308*	100,738,308	*STAT1*	6772	signal transducer and activator of transcription 1, 91 kDa	1.6	0.2	0.8	1.4	1.2	2.3	< 0.001	0.562	0.066	< 0.001	0.001	< 0.001	24174570
*STC1*	100,125,345	*STC1*	6781	stanniocalcin 1	−2.9	−1.0	−2.9	1.9	2.5	2.0	< 0.001	0.384	< 0.001	< 0.001	0.101	0.017	24174570

Ssc: *Sus scrofa*; Hsa: *Homo sapiens*; P/C: pregnant vs. control; *for RNA-seq adjusted *p*-values; nd: not detectable

**Table 2:** Comparison of LCM RNA-seq results for endometrial localization of gene expression to results from in situ hybridization and immunohistochemistry

Gene	LE	GE	S	Complete	Other studies	Technique	PubMed ID
*AKR1B1*	5.2	5.2	2.2	5.1	LE days 12/13 P	ISH	17640989, 24695626
*HPGD*	−3.8	−1.4	−3.6	−3.0	expression in LE D12C	ISH	24695626
*EGFR*	−0.7	d	d	−1.0	low abundance in LE/GE D12	ISH	24012778
*FGF7*	2.3	1.7	d	2.1	expression in LE/GE D12P	ISH	10819782
*FGF9*	2.2	nd	nd	3.0	expression in GE D14P	IHC	20393170
*FGFR2*	d	d	d	d	expression in LE/GE D12	ISH	28395342
*ABCC1*	3.5	d	d	2.4	expression in LE/GE D12P (weak)	ISH	27764917
*LOC100738425* (*ABCC4*)	nd	2.9	nd	2.2	expression in LE/GE D12P	ISH/IHC	24695625
*ABCC9*	1.2	d	d	2.2	expression in LE/GE D12P (weak)	ISH	27764917
*SLC24A4*	−8.2	d	−2.0	−1.9	nd in LE D12P	ISH	24472379
*SLCO2A1*	1.0	d	2.3	d	expression in LE/BV D12P	ISH	24695625
*SLCO4C1*	1.6	d	d	2.3	nd, ISH too weak, qPCR D12P up	ISH	27764917
*SLCO5A1*	8.4	4.9	5.9	6.4	nd, ISH too weak, qPCR only D12 P	ISH	27764917
*GJA1*	2.0	d	1.3	1.3	stroma, BV	IHC	9669753
*GJB1*	nd	nd	nd	−1.3	nd in LE	IHC	9669753
*GJB2*	nd	nd	nd	nd	nd in LE	IHC	9669753
*IRF2*	1.3	d	d	1.0	cycle: low all cell types, from D12P up in LE	ISH	17475929
*S100G*	2.9	d	d	3.6	expression in LE D12P	ISH	19641180
*STAT2*	−0.8	d	d	d	cycle: low in all cell types, after D12P: up in stroma	ISH	17475929
*TRPV6*	5.6	6.3	2.1	5.9	strong expression in LE, weak in GE D12P	ISH	19641180

Values are log2 FC; d: expression detected; nd: expression not detectable; LE: luminal epithelium; GE: glandular epithelium; BV: blood vessels; P: pregnant; C: cyclic; ISH: in situ hybridization; IHC: immunohistochemistry

## Discussion

The present study implemented laser capture microdissection (LCM) to isolate endometrial LE, GE, and stroma from the porcine uterus with the aim of uncovering important cell-specific gene expression regulation, which is masked in the transcriptome analysis of whole endometrium samples due to the complex cell type composition of this mucosal tissue. Overall, the obtained results and the clear sample clustering based on the RNA-seq data generated by this approach agreed very well with our previous studies utilizing RNA-seq of complete tissue samples and the confirmation of selected DEGs by real-time RT-PCR [18, 19]. Furthermore, a comparison to published results for localization of expression of selected genes in porcine endometrium revealed good agreement and showed higher sensitivity of the LCM RNA-seq approach compared to ISH and IHC. In comparison to the data derived from complete endometrial tissue, less detectable genes were found for the certain cell types/compartments. This may be attributed to the fact that the endometrial tissue has a complex and dynamic cellular composition, which includes LE, GE, fibroblasts, endothelial cells, pericytes, and various immune cells. However, the number of more than 11,500 detectable genes obtained from the analysis of the LCM samples is in the expected range of transcribed genes for the analysis of an individual cell type.

The results for the LCM samples revealed that there was a clear difference in gene expression between non-pregnant and pregnant samples, particularly for the LE. This indicates that the main effects of the conceptus signaling on endometrial gene expression are localized to the luminal epithelium. Furthermore, more than half of the genes DE in LCM samples were not found as differential in complete tissue, showing that analysis of the whole endometrium is partially missing cell type-specific gene regulation. 

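The number of DE genes was highest in LE, and with the smallest library size imposed on all libraries by thinning it was 974 in LE, 70 in GE and 155 in S. Tested directly, the interaction of cell type and pregnancy between LE and GE was called for no gene in the joint fit without a block (smallest quasi-likelihood FDR 0.0105) and for 42 genes with the gilt as a block. The lowest FDR with the block were those of TNIK (difference in log2 FC −3.34, quasi-likelihood FDR 0.000311), TCEA3 (−2.65, FDR 0.00393), LOC102166944 (−5.25, FDR 0.00393), IFNAR2 (1.99, FDR 0.00538) and NUPR1 (3.55, FDR 0.00538). They were selected after their values were seen.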

Some genes not appearing as DE in whole endometria can even be expressed both in LE and GE or stroma but with opposite expression regulation, which eventually results in similar expression between pregnant and non-pregnant state in complete tissue.

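Among genes called in LE and in GE or S, the number with opposite directions was 0 in the quasi-likelihood test and 2 in the exact and likelihood ratio tests, 3 in the DESeq2 Wald test and 1 without gilt 05 or without gilt 14.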

### Genes preferentially differentially expressed in endometrial cell types are related to specific functions

For the genes specifically DE in LE overrepresented functional categories were mainly related to signaling, immune functions, and cell adhesion. This is probably reflecting the various responses to the signals derived from the elongating conceptus mainly affecting the LE. Genes upregulated in LE and assigned, e.g., to “protein phosphorylation” and other categories related to signaling could be induced by conceptus-derived interleukin 1 beta which has been suggested to play an important role in development of the LE by stimulating cell proliferation via activation of the ERK1/2 and P38 MAPK cell signaling cascades [28]. Furthermore, endometrial- and/or conceptus derived epidermal growth factor (EGF) has been shown to stimulate phosphorylation of ERK1/2 MAPK in porcine LE cells and proposed to regulate development of the peri-implantation uterine LE at the fetal-maternal interface [29].

For stroma, DEGs, related to “vasculature development”, “ion transport”, “cell development”, were overrepresented. Angiopoietin-2 (*ANGPT2*) mRNA was detectable in all three cell types but only upregulated in stroma and complete endometria in this study. 

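ANGPT2 (gene ID 396730, chromosome 15, 37544177 to 37600925) was listed for all 3 cell types. In S it increased from 16.7 ± 2.56 to 51.9 ± 30.7 CPM (SD, n = 3 per group) (log2 FC 1.62, SE 0.53, quasi-likelihood FDR 0.287) and was called, of the alternatives set before the data were examined, only without gilt 14. The log2 FC was 0.11 (SE 0.36, FDR 0.858) in LE and −0.06 (SE 0.47, FDR 0.984) in GE by the quasi-likelihood test, and the difference between GE and S was −1.61 (SE 0.71, FDR 0.806).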

ANGPTs comprise a second key group of vascular regulators in the endometrium with interactions with the vascular endothelial growth factor (VEGF) system and appear to play a major role in the regulation of blood vessel growth, maturation, and regression [30, 31]. In human endometrium, ANGPT2 expression was mainly localized to the glandular epithelium and endothelium [32]. While only 11 genes upregulated in stroma (3.8-fold enrichment) were assigned to “vasculature development”, 116 genes upregulated in complete endometria (2.4-fold enrichment) were assigned, showing that most of the genes involved in this process are regulated in endometrial regions rich in blood vessels which were not collected for the stroma samples. These genes included several angiogenesis-related genes such as *VEGFC*, *VEGFD*, and VEGF receptors 1, 2, and 3 as well as angiopoietin receptors, and a number of endothelial cell markers. The high enrichment scores obtained for “blood vessel development” and related categories is in concordance with the finding that conceptus estrogen can increase endometrial vascular permeability [33].

The functional category “ion transmembrane transport” showed higher enrichment for genes upregulated in stroma compared to genes upregulated in LE of pregnant group. However, many more genes were assigned to this category for genes DE in LE. In LE and stroma calcium transporter genes had lower expression in samples from pregnant gilts, particularly solute carrier family 24 member 4 (*SLC24A4*) with a log2 FC of − 8.2. This is in agreement with a recent study where *SLC24A4* mRNA was detectable in LE cells during the estrous cycle by in situ hybridization, but undetectable during early pregnancy including Day 12 [34]. In addition, the mRNAs for the calcium ion channel protein TRPV6 and the intracellular calcium-regulatory molecule S100G were upregulated in all three cell types but highest in LE of pregnant gilts which is in agreement with results from quantitative PCR and localization by ISH of a previous study [35].

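SLC24A4 (gene ID 100156914, chromosome 7, 113836207 to 114014952) decreased from 1353 ± 233 to 12.9 ± 18.2 CPM (SD, n = 4 per group) in LE (log2 FC −6.60, SE 0.84, quasi-likelihood FDR 0.000585). In S it decreased from 1622 ± 207 to 511 ± 465 CPM (log2 FC −1.67, SE 0.70, quasi-likelihood FDR 0.396) and was called under none of the alternatives set before the data were examined. The log2 FC differed between LE and S by −4.94 (SE 1.09, FDR 0.196) in the joint quasi-likelihood fit, and the corresponding FDR was 0.144 with the gilt as a block.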

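TRPV6 (gene ID 100171400, chromosome 18, 7332253 to 7348383) increased from 32.4 ± 11.5 to 1725 ± 1316 CPM (SD, n = 4 per group) in LE (log2 FC 5.73, SE 0.66, quasi-likelihood FDR 0.000355) and from 5.19 ± 5.66 to 244 ± 153 CPM in GE (log2 FC 5.49, SE 0.89, quasi-likelihood FDR 0.138), and was called in both. In S it increased from 39.9 ± 28.7 to 322 ± 379 CPM (log2 FC 3.02, SE 0.96, quasi-likelihood FDR 0.274) without being called, while the 3 alternative tests (exact, likelihood ratio and DESeq2 Wald) called it. Exons of EPHB6 on the opposite strand overlap 24.6% of its exonic bases. S100G (gene ID 397265, chromosome X, 13107611 to 13114213) increased from 56.0 ± 32.7 to 422 ± 199.7 CPM (SD, n = 4 per group) in LE (log2 FC 2.92, SE 0.52, quasi-likelihood FDR 0.00333). Its log2 FC was 2.14 (SE 0.90, FDR 0.59) in GE and 0.91 (SE 0.96, FDR 0.783) in S by the quasi-likelihood test, not called there under any alternative set before the data were examined. Pregnant GE and S had 14.1% and 18.1% of the TRPV6 level and 13.9% and 24.9% of the S100G level of pregnant LE. TRPV6 exceeded the carried level, defined below, in GE of no pregnant gilt, so that RNA from LE stays open for its GE call.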

Altogether, the analysis of genes specifically DE in endometrial compartments showed differential local responses to the conceptus-derived signals. Selected functional categories important for maternal recognition of pregnancy (MRP) and establishment of pregnancy are discussed in the following.

### Genes involved in cell communication and endometrial remodeling

In the present study, genes involved in extracellular exosomes/vesicles (EVs) were overrepresented in DEGs of LE, GE, and stroma. In sheep, EVs that carry genetic materials (mRNAs, proteins and miRNAs) were found in uterine luminal fluid (ULF), indicating its potential role in the conceptus-endometrial interaction [36]. The overrepresentation of this theme indicates a similar importance of EVs for embryo-maternal interactions as suggested for humans [37].

In addition to cell-cell adhesion (see below), cell junctions play also an important role in cell-to-cell communication. Genes involved in cell junction assembly, e.g., members of the connexin family were enriched for DEGs in LE. A number of connexins was upregulated, namely gap junction protein alpha (*GJA1*, *GJA4*, and *GJA5*), beta (*GJB3*, *GJB4*, and *GJB5*), and gamma (*GJC1*). 

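GJA1 (gene ID 100518636, chromosome 1, 40988818 to 41002129) increased from 106 ± 12.4 to 419.6 ± 49.2 CPM (SD, n = 4 per group) in LE (log2 FC 1.98, SE 0.17, quasi-likelihood FDR 6.66e-05). In S, GJA1 increased from 75.7 ± 21.5 to 184 ± 89.9 CPM (log2 FC 1.28, SE 0.45, quasi-likelihood FDR 0.32), which passed the p value cut-off, of the alternatives set before the data were examined, only without gilt 14. In GE, where it was listed at 74.3 ± 40.0 CPM in controls, the log2 FC of GJA1 was 0.49 (SE 0.53, FDR 0.85) by the quasi-likelihood test. The difference in log2 FC between LE and S was 0.75 (SE 0.63, FDR 0.704) in the joint fit.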

Connexin 43 (*GJA1*) was expressed in all three cell types and upregulated in LE and stroma. Expression of *GJA4* and *GJB4* was only detectable in complete endometrium samples and *GJA5* only in GE. 

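GJA5 (gene ID 100157795, chromosome 4, 99854129 to 99871288) was listed for GE only, at 72.4 ± 142 CPM in control and 48.6 ± 48.5 CPM in pregnant gilts (SD, n = 4 each), and was not called (log2 FC −0.58, SE 1.69, quasi-likelihood FDR 0.942). The control level of GJA5 rested on gilt 02, with 285 CPM against 0 to 2.86 CPM in the other control GE libraries. GJA4 was not listed for any of the 3 cell types.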

Expression and upregulation of *GJB3* was found in all three cell types with highest expression in LE whereas *GJB5* mRNA was only detected in LE of Day 12 pregnant gilts. In comparison to findings of connexin expression in human and rodent endometrium and placenta, there are some similarities, but also distinct differences probably related to the non-invasive type of placentation in the pig. 

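GJB5 (gene ID 100514847, chromosome 6, 90999514 to 91003301) was listed for LE only, with at most 3 counts in any control and 18.7 ± 13.2 CPM in pregnant libraries (SD, n = 4), at least 16.9-fold more (quasi-likelihood FDR 0.000389).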

In humans as well as in rodents, expression of connexin 26 (*GJB2*) is suppressed in LE and connexin 43 (*GJA1*) is suppressed in stromal cells during the receptive phase and expression of *GJB2* is induced by the presence of a blastocyst and by proinflammatory factors such as PGF2a and IL1B [38]. In contrast, in porcine endometrium, expression of *GJB2* mRNA was not detectable on Day 12 of pregnancy and the estrous cycle, respectively and *GJA1* mRNA was upregulated on Day 12. 

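GJB2 was not listed for LE, GE or S, and thus stayed below the CPM filter of the deposited tables in pregnant and in cyclic gilts.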

Expression of connexins in porcine endometrium could be controlled by a combination of conceptus estrogens and IL1B2 and PGs. So far, differential expression of *GJA4*, *GJA5*, *GJB3*, *GJB4*, and *GJB5* has been described only in trophoblast cells of human and/or mouse placenta [39], but not in endometrial cells. In addition, several genes of the tight junction protein family (claudins) were found as DE, *CLDN1* upregulated in LE and stroma, *CLDN3* and *CLDN4* upregulated only in LE, and *CLDN8* downregulated in LE and stroma. 

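CLDN1 (gene ID 100625166, chromosome 13, 127714857 to 127730628) increased from 2.27 ± 1.36 to 67.2 ± 19.4 CPM (SD, n = 4 per group) in LE (log2 FC 4.91, SE 0.39, quasi-likelihood FDR 5.18e-05), was not listed for GE, and increased from 1.70 ± 1.18 to 31.0 ± 23.0 CPM in S (log2 FC 4.21, SE 0.93, quasi-likelihood FDR 0.14), slightly above the p value cut-off but below it in the exact, likelihood ratio and DESeq2 Wald tests. Of its 50-base windows, 5.48% also occur in another gene. CLDN3 and CLDN4 were called in LE only, with log2 FC of 1.91 (SE 0.17, FDR 9.72e-05) and 1.75 (SE 0.19, FDR 0.000282) by the quasi-likelihood test. Between LE and GE, their log2 FC differed by 1.16 (SE 0.44, FDR 0.256) and 1.28 (SE 0.53, FDR 0.303) in the joint fit. CLDN8 (gene ID 100302021, chromosome 13, 193563314 to 193564090) decreased from 725 ± 87.2 to 174 ± 53.3 CPM (SD, n = 4 per group) in LE (log2 FC −2.06, SE 0.24, quasi-likelihood FDR 0.000339). In S, CLDN8 decreased from 659 ± 208 to 91.1 ± 74.9 CPM (log2 FC −2.85, SE 0.61, quasi-likelihood FDR 0.139), just above the p value cut-off, and was called without gilt 05 and in 10 of the other alternatives set before the data were examined.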

The distinct expression pattern of connexins and claudins in porcine endometrium suggests an important role in the interaction of the different functional compartments of the endometrium and with the conceptus.

The functional term “epithelial cell morphogenesis” was significantly enriched for LE. In this context, a number of growth factor and growth factor receptor genes have been found as differentially expressed in porcine endometrium during the preimplantation phase [40]. 

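FGF7 (gene ID 397281, chromosome 1, 122215878 to 122278705) increased from 585 ± 313 to 2772 ± 784 CPM (SD, n = 4 per group) in LE (log2 FC 2.24, SE 0.38, quasi-likelihood FDR 0.00271). In GE, FGF7 increased from 142 ± 54.3 to 473 ± 260.1 CPM (log2 FC 1.73, SE 0.46, quasi-likelihood FDR 0.356), which was above the p value cut-off but called by the exact, likelihood ratio and DESeq2 Wald tests. Its level in pregnant GE was 16.9% of that in pregnant LE. In S, where FGF7 reached 1049.5 ± 1068 CPM in pregnant gilts, its log2 FC was 0.28 (SE 0.81, FDR 0.937) by the quasi-likelihood test, and the difference in log2 FC between LE and S was 1.97 (SE 0.87, FDR 0.434).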

Fibroblast growth factor 7 (*FGF7*) mRNA was upregulated in LE and GE but not in stromal regions in agreement with the results of a previous study [41]. FGF7 secreted to the uterine lumen has been suggested to have autocrine effects on the endometrium as well as paracrine effects on the conceptus trophectoderm [42]. 

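FGFR2 (gene ID 396762, chromosome 14, 131183095 to 131285001) was expressed at 253 ± 114 CPM in pregnant LE, 121 ± 42.1 CPM in pregnant GE (SD, n = 4 each) and 101 ± 67.8 CPM in pregnant S (SD, n = 3). Control levels were 209 ± 35.8, 153 ± 76.7 and 199 ± 45.2 CPM, and FGFR2 was called in no cell type.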

The mRNA for the high-affinity receptor for FGF7, *FGFR2* was expressed in all three endometrial cell types at high levels, supporting FGF7 could have autocrine effects on the endometrium. The mRNA of another fibroblast growth factor, *FGF9* was specifically upregulated in LE in agreement with the results in one of our previous studies [43]. 

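FGF9 (gene ID 396717, chromosome 11, 1554648 to 1581938) was listed for LE only and increased from 3.65 ± 1.86 to 17.3 ± 8.65 CPM (SD, n = 4 per group) (log2 FC 2.24, SE 0.54, quasi-likelihood FDR 0.0146). It was above the FDR cut-off of 1% in the quasi-likelihood test and below it in the exact, likelihood ratio and DESeq2 Wald tests.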

Upregulation of *FGF9* expression was also found during the phase of maternal recognition of pregnancy in the mare [44].

In human endometrium, stroma-derived insulin-like growth factors (IGFs) are implicated in growth regulation of epithelial cells [45]. In porcine endometrium, mRNAs for *IGF1* and *IGF2* as well as their receptors were not DE on Day 12 but detected in all three endometrial cell types, with high expression levels for *IGF1*, *IGFR1*, and *IGFR2*. 

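In the quasi-likelihood test, IGF1, IGF2, IGF1R and IGF2R were listed for all 3 cell types and called in none, under any alternative set before the data were examined. IGF1 (gene ID 397491, chromosome 5, 81762027 to 81909253) had 878 ± 119.6 and 613 ± 300.0 CPM in control and pregnant LE, 828 and 424 CPM in GE, and 467 and 970.2 CPM in S. Pregnant LE, GE and S had 479, 326 and 337 CPM of IGF1R and 130.3, 169.8 and 136 CPM of IGF2R. IGF2 was the most variable, with 10.9 CPM in control and 107 CPM in pregnant S (log2 FC 3.25, SE 1.29, quasi-likelihood FDR 0.369). Of the 50-base windows of IGF1R, 7.07% also occur in PGPEP1L, an overlapping gene on the opposite strand.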

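Among the IGF binding proteins, IGFBP4, IGFBP5 and IGFBP7 were listed for all 3 cell types, IGFBP2 for GE only and IGFBP3 for LE only, while IGFBP6 was not listed for any. None of them was called in the quasi-likelihood test. IGFBP7 (gene ID 100302573, chromosome 8, 56283089 to 56357822) had the highest levels, with 379, 275 and 333 CPM in pregnant LE, GE and S, and 23.1% of its 50-base windows also occur in POLR2B, which overlaps it on the opposite strand. IGFBP2 had 4.87 ± 8.03 CPM in control and 7.17 ± 7.85 CPM in pregnant GE (SD, n = 4 each, log2 FC 0.57, SE 1.38, quasi-likelihood FDR 0.932).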

A number of mRNAs for IGF binding proteins (*IGFBP2*, *IGFBP3*, *IGFBP4*, *IGFBP5*, *IGFBP6*, *IGFBP7*) were also detected, but only *IGFBP2* was found as upregulated in complete endometria, suggesting upregulation in blood vessel regions. 

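EGF (gene ID 397083, chromosome 8, 112235607 to 112330062) decreased from 168 ± 43.3 to 13.6 ± 3.54 CPM (SD, n = 3 per group) in S (log2 FC −3.62, SE 0.33, quasi-likelihood FDR 0.0296), and the call was kept in all 6 fits without 1 gilt. In LE it decreased from 201 ± 77.6 to 66.6 ± 43.0 CPM (SD, n = 4 per group) (log2 FC −1.62, SE 0.46, quasi-likelihood FDR 0.0306), which was not called but passed an FDR of 1% in the exact, likelihood ratio and DESeq2 Wald tests. EGFR (gene ID 397070, chromosome 9, 139302410 to 139474632) decreased from 100.4 ± 14.3 to 61.8 ± 17.6 CPM (SD, n = 4 per group) in LE (log2 FC −0.68, SE 0.21, quasi-likelihood FDR 0.0432) and passed an FDR of 1%, of the alternatives set before the data were examined, only without gilt 14 or with the GC percentage of the libraries as a covariate. For EGFR, the log2 FC was −0.44 (SE 0.30, FDR 0.749) in GE and 0.08 (SE 0.41, FDR 0.967) in S by the quasi-likelihood test.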

Another growth factor gene, *EGF* and its receptor (*EGFR*) were DE in porcine endometrium, *EGF* downregulated in LE and stroma and *EGFR* downregulated in LE. A recent study in cyclic and ovariectomized gilts revealed downregulation of endometrial *EGFR* expression in ovariectomized estradiol-treated gilts while *EGF* remained unchanged [46]. Localization of expression in porcine endometrium by ISH revealed low abundance of *EGFR* mRNA in LE and GE between days 9 and 15 of the estrous cycle and days 9 and 12 of pregnancy [47].

The transforming growth factor beta (TGFB) signaling pathway has been identified as an important modulator of many endometrial functions during the sexual cycle, the implantation phase and placentation [48]. 

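BMP4 (gene ID 100113425, chromosome 1, 183415989 to 183422888) increased from 11.8 ± 4.98 to 51.2 ± 16.5 CPM (SD, n = 3 per group) in S (log2 FC 2.10, SE 0.42, quasi-likelihood FDR 0.124) and was called there, in 2 of the 6 fits that left out 1 gilt. BMP2 (gene ID 100157103, chromosome 17, 15750487 to 15762982) was listed for S only, where it increased from 1.42 ± 1.97 to 7.74 ± 3.23 CPM (log2 FC 2.41, SE 1.03, quasi-likelihood FDR 0.404) and was called under no alternative set before the data were examined. In LE and GE, the log2 FC of BMP4 was 0.44 (SE 0.63, FDR 0.66) and 0.62 (SE 0.39, FDR 0.731) by the quasi-likelihood test, differing from that in S by −1.58 (SE 0.82, FDR 0.498) for LE.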

Most of the genes assigned to the TGFB signaling pathway were found as DE in complete endometria and some in stroma, such as bone morphogenetic protein 2 and 4 (*BMP2*, *BMP4*), suggesting a role in vascular remodeling. *TGFB1* and *TGFB2* were expressed in LE, GE, and stroma and were upregulated in complete endometrial samples, *TGFB3* was identified as upregulated in stroma only. 

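TGFB1 and TGFB2 were listed for all 3 cell types, with 37.9, 20.3 and 36.6 CPM of TGFB1 and 57.7, 34.9 and 54.8 CPM of TGFB2 in pregnant LE, GE and S. TGFB3 (gene ID 397400, chromosome 7, 99133873 to 99162239) increased from 1.40 ± 1.35 to 25.8 ± 32.5 CPM (SD, n = 3 per group) in S (log2 FC 4.11, SE 1.20, quasi-likelihood FDR 0.241), which was not called by the quasi-likelihood test but by the exact, likelihood ratio and DESeq2 Wald tests. In GE, TGFB3 had 66.5 ± 127 CPM in control and 27.0 ± 20.8 CPM in pregnant gilts (log2 FC −1.30, SE 1.55, quasi-likelihood FDR 0.86), and it was not listed for LE.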

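INHBB (gene ID 397490, chromosome 15, 30999994 to 31004405) increased from 0.348 ± 0.696 to 17.0 ± 12.9 CPM (SD, n = 4 per group) in LE (log2 FC 5.52, SE 1.01, quasi-likelihood FDR 0.00391), a call kept in 4 of the 8 fits without 1 gilt. In S it increased from 3.18 ± 2.09 to 15.3 ± 4.27 CPM (log2 FC 2.27, SE 0.58, quasi-likelihood FDR 0.196) and was called by the exact, likelihood ratio and DESeq2 Wald tests, but not by the quasi-likelihood test. GE had 18.1 ± 12.6 and 16.7 ± 7.38 CPM of INHBB in control and pregnant gilts, and the difference in log2 FC between LE and GE was 5.68 (SE 1.12, FDR 0.0336) in the joint quasi-likelihood fit.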

Inhibin beta B subunit (*INHBB*) mRNA was upregulated in LE and stroma.

In summary, intercellular communication is regulated by cellular junctions in a species-specific manner in context of the strictly non-invasive type of implantation in the pig. Several growth factor systems are regulated in the endometrium. The FGF system seems to be involved in autocrine and paracrine effects on the epithelium and conceptus, respectively. Based on the localization of gene expression regulation of the IGF, EGFR, and TGFB systems, suggests a role mainly in remodeling of stromal regions and blood vessels (overview in Fig. 6).

**Fig. 6:**
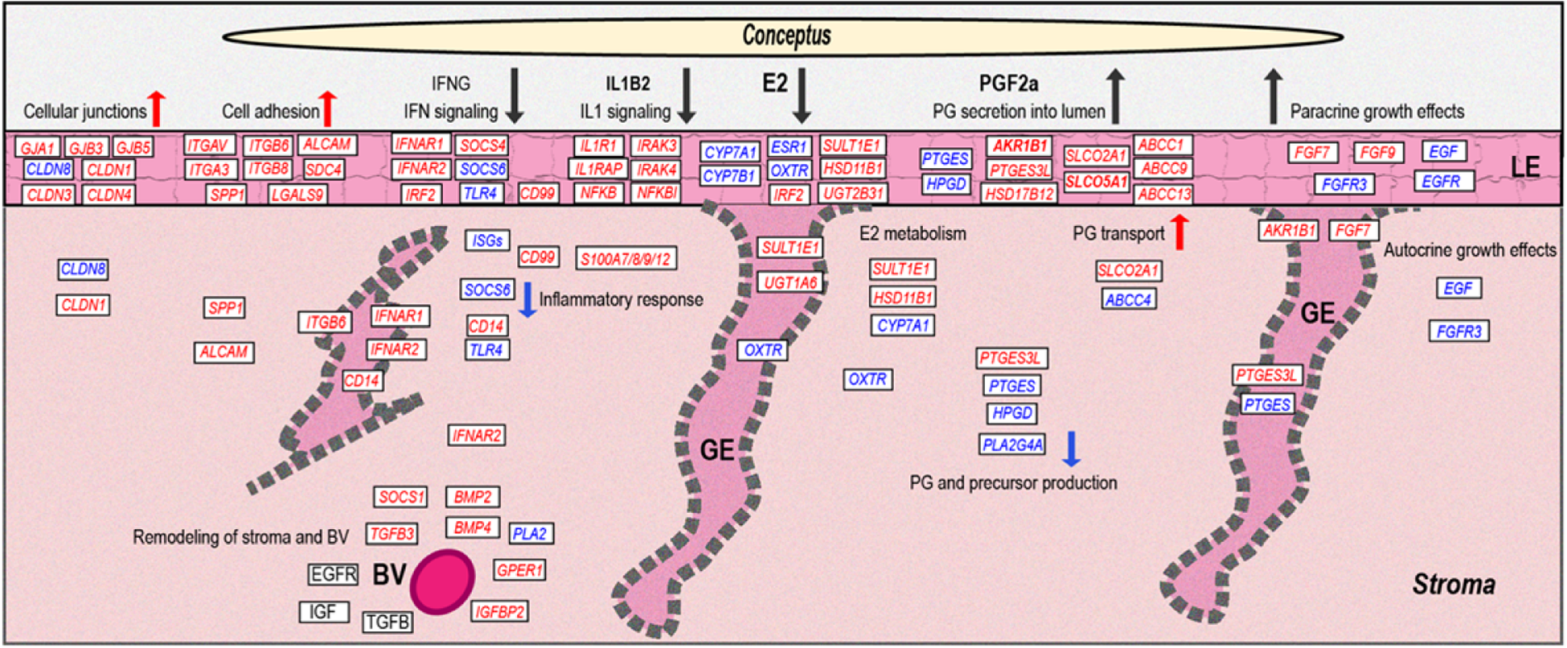
Summary of the main findings of the study. This schematic overview is based on the results of the present study of endometrial localization of differential gene expression. Genes highlighted in red and blue color were found as up- and downregulated, respectively when comparing pregnant to nonpregnant sows

### Genes related to cell adhesion

Members of the integrin family were reported to be critical for endometrium-conceptus communication and implantation, as well as cell adhesion cascades [49]. Two integrin alpha genes (*ITGA1* and *ITGAV*) and six integrin beta genes (*ITGB1*, *ITGB2*, *ITGB3*, *ITGB5*, *ITGB6*, and *ITGB8*) showed higher mRNA concentrations in complete endometrium on Day 12 of pregnancy. The results from the LCM samples revealed four integrin genes, *ITGAV*, *ITGA3*, *ITGB6*, and *ITGB8* as upregulated in LE, *ITGB6* in addition upregulated in GE. 

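In LE, the log2 FC was 1.44 (SE 0.22, FDR 0.00154) for ITGAV (gene ID 397285, chromosome 15, 91604666 to 91711843), 1.41 (SE 0.22, FDR 0.00163) for ITGA3 (gene ID 100517053, chromosome 12, 26234769 to 26269327) and 1.44 (SE 0.17, FDR 0.00041) for ITGB8 (gene ID 100037284, chromosome 9, 89342245 to 89450701) by the quasi-likelihood test, all called there. Their expression in LE increased from 151 ± 45.2 to 408 ± 42.3 CPM, from 90.6 ± 18.7 to 241 ± 56.0 CPM and from 304 ± 31.2 to 825 ± 125 CPM (SD, n = 4 per group), respectively. ITGB6 (gene ID 100037276, chromosome 15, 67041516 to 67175409) increased from 12.0 ± 6.62 to 59.0 ± 22.8 CPM in GE and was called (log2 FC 2.28, SE 0.48, quasi-likelihood FDR 0.231), in 3 of the 8 fits without 1 gilt. In LE it increased from 13.4 ± 4.18 to 40.6 ± 22.5 CPM (log2 FC 1.59, SE 0.41, quasi-likelihood FDR 0.0195), which passed an FDR of 1%, of the alternatives set before the data were examined, only in the exact, likelihood ratio and DESeq2 Wald tests and without gilt 05. Of the 50-base windows of ITGAV, 14.7% also occur in the overlapping gene model LOC110256917.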

In line with the mRNA expression, ITGA3 protein was localized to the uterine epithelium during early pregnancy in the pig [50]. 

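In the LCM samples, ITGA1, ITGB1, ITGB2 and ITGB5 were listed for all 3 cell types and called in none, and ITGB3 was not listed. The log2 FC of ITGB6 and ITGB8 between pregnant and control S was 1.19 (SE 0.54, FDR 0.435) and 0.31 (SE 0.42, FDR 0.84) by the quasi-likelihood test.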

The genes for *ITGA1*, *ITGB1*, *ITGB2*, *ITGB3*, *ITGB5, ITGB6*, and *ITGB8* were only DE in the complete tissue samples. Based on the known functions of these integrins, it is likely that they are DE in B or T cells and/or blood vessels.

The expression of osteopontin (also known as Secreted Phosphoprotein 1, SPP1), a secreted ECM protein that binds to a variety of cell surface integrins, has been shown to increase markedly in LE during the peri-implantation period in pigs [51]. 

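SPP1 (gene ID 397087, chromosome 8, 131077786 to 131085334) increased from 9.78 ± 6.59 to 144 ± 61.8 CPM (SD, n = 4 per group) in LE (log2 FC 3.87, SE 0.46, quasi-likelihood FDR 0.00043) and from 4.73 ± 1.37 to 44.0 ± 7.56 CPM (SD, n = 3 per group) in S (log2 FC 3.19, SE 0.35, quasi-likelihood FDR 0.0297), and both calls were kept in all fits without 1 gilt. Its level in pregnant S was 29.4% of that in pregnant LE, and in GE, where the log2 FC was 1.48 (SE 0.69, FDR 0.645) by the quasi-likelihood test, 29.0%.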

In our study, *SPP1* mRNA was upregulated in LE and also in stroma. It is known that expression of the integrin heterodimer alpha(v)beta(6), which is binding to SPP1, on the endometrium and the trophoblast is necessary for conceptus attachment as the ability of trophectoderm cells to bind to OPN decreased after knocking down *ITGAV* [52].

A number of further genes assigned to the GO category “cell-cell adhesion” were upregulated in LE. Galectin 9 (*LGALS9*) mRNA was specifically upregulated in LE, and a similar expression profile was also reported in bovine endometrium [53]. 

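LGALS9 (gene ID 396972, chromosome 12, 44155079 to 44173634) increased from 126 ± 24.2 to 254 ± 45.6 CPM (SD, n = 4 per group) in LE (log2 FC 1.01, SE 0.20, quasi-likelihood FDR 0.00502), called in 3 of the 8 fits without 1 gilt. By the quasi-likelihood test, the log2 FC was 0.26 (SE 0.26, FDR 0.837) in GE and 0.14 (SE 0.46, FDR 0.947) in S, and the log2 FC in LE differed from that in GE by 0.77 (SE 0.42, FDR 0.484).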

Popovici et al. characterized the cells that express *LGALS9* in human endometrium, and found that *LGALS9* mRNA was significantly upregulated during early pregnancy in epithelial cells, whereas it was not expressed in stromal cells [54]. Additionally, syndecan 4 (*SDC4*) was upregulated in LE. 

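SDC4 (gene ID 397528, chromosome 17, 47650387 to 47670499) increased from 62.4 ± 16.7 to 140.1 ± 24.6 CPM (SD, n = 4 per group) in LE (log2 FC 1.17, SE 0.23, quasi-likelihood FDR 0.00543), and 4 of the 8 fits without 1 gilt kept the call. It was not called in GE (log2 FC 0.74, SE 0.27, quasi-likelihood FDR 0.495) or S (log2 FC 0.12, SE 0.44, quasi-likelihood FDR 0.952).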

In mice, *SDC4* was found as upregulated in LE and GE, and also in endometrial fibroblasts [55]. Another mRNA for a cell adhesion molecule, activated leukocyte cell adhesion molecule (*ALCAM*) was upregulated in LE and stroma. 

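ALCAM (gene ID 397269, chromosome 13, 153794991 to 153998241) increased from 62.8 ± 7.37 to 635 ± 153 CPM (SD, n = 4 per group) in LE (log2 FC 3.34, SE 0.22, quasi-likelihood FDR 1.85e-05). In S, ALCAM increased from 108 ± 40.8 to 575 ± 351 CPM (SD, n = 3 per group) (log2 FC 2.41, SE 0.58, quasi-likelihood FDR 0.17) and was not called by the quasi-likelihood test, but by the exact, likelihood ratio and DESeq2 Wald tests. Pregnant S had 88.1% of the ALCAM level of pregnant LE.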

The results of a previous study showing that ALCAM is over-expressed in human endometrial cell during the implantation period [56] and expression of ALCAM on human endometrial epithelial cells and blastocysts [57] suggests that the ALCAM-ALCAM cell adhesion system is probably involved in the interaction between the embryo and maternal endometrium in humans and the pig.

The observed expression of genes known as involved in cell adhesion, shows that the attachment of the conceptus trophectoderm to the LE following after day 13 of pregnancy is already initiated on Day 12 (overview in Fig. 6).

### Genes related to immune response

In context of conceptus-endometrium interactions in the pig, a number of signaling molecules involved in regulation of immune response have been described [58]. The pig conceptus-specific IL1B2 plays an important role during conceptus elongation and establishment of pregnancy through its effects on the uterine luminal epithelium [59, 60]. In the context of IL1B signaling, interleukin 1 receptor type 1 (*IL1R1*), interleukin 1 receptor accessory protein (*IL1RAP*), and interleukin 1 receptor associated kinases 3 and 4 (*IRAK3*, *IRAK4*) were upregulated in LE in the present study. 

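IL1R1 (gene ID 100626904, chromosome 3, 52192912 to 52334734) increased from 305 ± 92.0 to 2270.4 ± 595 CPM (SD, n = 4 per group) in LE (log2 FC 2.89, SE 0.29, quasi-likelihood FDR 0.000157), and IL1RAP (gene ID 100628318, chromosome 13, 127933239 to 128071984) increased from 259 ± 31.8 to 1522 ± 829.5 CPM (log2 FC 2.56, SE 0.38, quasi-likelihood FDR 0.00132). IRAK4 had 18.1 ± 0.686 CPM in control and 32.7 ± 14.8 CPM in pregnant LE (log2 FC 0.90, SE 0.32, quasi-likelihood FDR 0.0649) and was called, of the alternatives set before the data were examined, only without gilt 01. IRAK3 had 159 ± 19.9 and 224 ± 156 CPM (log2 FC 0.51, SE 0.43, quasi-likelihood FDR 0.427) and was called under no alternative set before the data were examined.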

In agreement with upregulation of *IL1R1* in LE, a previous report showed that secretion of IL1B2 from the conceptus is associated with increased endometrial expression of *IL1R1* [61]. In general, interleukin 1 beta is one of the major signaling molecules in the NFKB signaling pathway. Many members of this central immune response signaling pathway were found to be differentially expressed in LE, e.g., mRNAs for a number of NF-kappa B subunits (*NFKB1*, *NFKB2*, *REL*, *RELB*) were upregulated as well as NFKB inhibitors (*NFKBIA, NFKBIB, NFKBIE*). 

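NFKB2 (gene ID 100153829, chromosome 14, 113406412 to 113414177) increased from 18.4 ± 3.63 to 84.9 ± 9.51 CPM (SD, n = 4 per group) in LE (log2 FC 2.21, SE 0.19, quasi-likelihood FDR 8.23e-05), and REL and RELB were called as well, with log2 FC of 1.34 (SE 0.25, FDR 0.00405) and 2.68 (SE 0.26, FDR 0.000128) by the quasi-likelihood test. NFKB1 had a log2 FC of 0.99 (SE 0.25, FDR 0.0182) and was not called by the quasi-likelihood test in LE, but in the joint fits, by the exact, likelihood ratio and DESeq2 Wald tests and without gilt 01. Among the inhibitors, NFKBIA (gene ID 406188, chromosome 7, 64508119 to 64510754) increased from 15.9 ± 5.26 to 159 ± 82.4 CPM (SD, n = 4 per group) (log2 FC 3.31, SE 0.41, quasi-likelihood FDR 0.000496), while the log2 FC was 1.30 (SE 0.21, FDR 0.00199) for NFKBIB and 2.55 (SE 0.29, FDR 0.000339) for NFKBIE by the quasi-likelihood test. REL shares 12.4% of its 50-base windows with other genes, mainly PUS10, whose exons overlap it on the opposite strand.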

A recent study revealed that compared to IL1B1, the extent of NFKB activation and related gene expression was lower in endometrium treated with IL1B2 in the pig [59]. The lower NFKB activation observed for the IL1B2 secretion from the conceptus could be associated with the simultaneous upregulation of *NFKBIA, NFKBIB,* and *NFKBIE*.

In addition to the IL1 and NFKB signaling pathway, a number of genes involved in the interferon type I signaling pathway (WP585) were obtained as DE. Members of the signal transducer and activator of transcription family (*STAT1*, *STAT4*, *STAT5A*, *STAT5B*) were mainly found as upregulated in LE, except *STAT2* which was downregulated in LE. 

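STAT4 was listed for LE only and increased from 3.13 ± 1.86 to 16.1 ± 6.85 CPM (SD, n = 4 per group) (log2 FC 2.33, SE 0.46, quasi-likelihood FDR 0.00596). STAT5A and STAT5B, which share 25.5% and 17.6% of their 50-base windows, had log2 FC of 2.14 (SE 0.25, FDR 0.000356) and 0.91 (SE 0.17, FDR 0.00491) in LE by the quasi-likelihood test. STAT2 (gene ID 396923, chromosome 5, 21733030 to 21748960) decreased from 134 ± 17.7 to 76.2 ± 19.0 CPM (SD, n = 4 per group) in LE (log2 FC −0.81, SE 0.20, quasi-likelihood FDR 0.0174), which was called, of the alternatives set before the data were examined, by the exact, likelihood ratio and DESeq2 Wald tests, at an FDR below 0.05 and without gilt 14, and 6.65% of its exonic bases are overlapped on the opposite strand.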

Protein inhibitor of activated STAT 1 (*PIAS1*) was also found as upregulated but only in the complete endometria. Furthermore, a number of genes of the type I IFN signaling pathway were differentially expressed. Interferon alpha and beta receptor subunit 1 (*IFNAR1*) and *IFNAR2* were both upregulated in LE and GE, and all three LCM samples, respectively. 

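IFNAR1 (gene ID 396658, chromosome 13, 196925731 to 196951398) increased from 161 ± 25.4 to 953 ± 285 CPM (SD, n = 4 per group) in LE (log2 FC 2.56, SE 0.25, quasi-likelihood FDR 0.000128) and from 113 ± 18.3 to 238 ± 51.0 CPM in GE (log2 FC 1.07, SE 0.21, quasi-likelihood FDR 0.204), and was called in both. IFNAR2 (gene ID 100533555, chromosome 13, 196765915 to 196852640) increased from 28.0 ± 6.0 to 219.9 ± 59.4 CPM in LE (log2 FC 2.97, SE 0.25, quasi-likelihood FDR 6.48e-05) and from 23.6 ± 2.86 to 46.5 ± 7.56 CPM in GE (log2 FC 0.98, SE 0.20, quasi-likelihood FDR 0.216). In S, it increased from 24.2 ± 5.64 to 80.7 ± 54.5 CPM (log2 FC 1.74, SE 0.49, quasi-likelihood FDR 0.229), above the p value cut-off of the quasi-likelihood test but called by the exact, likelihood ratio and DESeq2 Wald tests and by the joint fits. The calls of IFNAR1 and IFNAR2 in GE were kept in 5 of the 8 and 4 of the 8 fits without 1 gilt. Neither gene exceeded the carried level, defined below, in GE of any pregnant gilt, so that RNA from LE stays open for these calls. Pregnant GE had 24.8% of the IFNAR1 level and 21.0% of the IFNAR2 level of pregnant LE, and pregnant S 39.5% and 35.6%.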

In a recent study, upregulation of *IFNAR1* and *IFNAR2* mRNAs was also found on Day 12 of pregnancy in porcine endometrium and positive regulation by IL1B for *IFNAR1* mRNA and by IL1B and E2 for *IFNAR2* mRNA [62]. In contrast, the expression of interferon regulatory factors *IRF3*, *IRF4*, *IRF7*, and *IRF9* was lower in samples from Day 12 pregnant gilts, *IRF3*, *IRF4*, *IRF7* in complete endometria and *IRF9* in LE. Furthermore, a number of typical IFN-stimulated genes (*IFI6*, *IFI30*, *IFI44*, *IFI44L*, *IFIT1*, *IFIT2*, *IFIT3*, *IFITM1*, *IFITM3*, *MX1*, 2′-5′-oligoadenylate synthetases (*OAS1*, *OAS2*), and radical S-adenosyl methionine domain containing 2 (*RSAD2*) in LE and/or stroma) which are upregulated by IFNT in ruminants, showed lower expression in samples derived from Day 12 pregnant gilts. These findings are in line with the results from our previous studies [18, 19, 63] which showed that the endometrial response to conceptus signals has very distinct characteristics in comparison of Days 12 and 14 of pregnancy and a typical response to type I IFNs can only be observed on Day 14. 

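IRF9 (gene ID 780415, chromosome 7, 75133800 to 75139641) decreased from 85.0 ± 12.3 to 31.5 ± 11.6 CPM (SD, n = 4 per group) in LE (log2 FC −1.40, SE 0.25, quasi-likelihood FDR 0.00312), a call kept in 4 of the 8 fits without 1 gilt. It was not called in GE (log2 FC −0.61, SE 0.29, quasi-likelihood FDR 0.662) or S (log2 FC −0.19, SE 0.48, quasi-likelihood FDR 0.929).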

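Of the 13 genes named here, 12 had lower expression in pregnant than in control LE, with a median log2 FC of −1.56, but none of these 12 was called by the quasi-likelihood test. OAS2 (gene ID 595128, chromosome 14, 38827667 to 38847697) decreased from 552 ± 211 to 168 ± 109.9 CPM (SD, n = 4 per group) in LE (log2 FC −1.70, SE 0.60, quasi-likelihood FDR 0.0654), and MX1 (gene ID 397128, chromosome 13, 204843049 to 204868927) decreased from 163 ± 71.4 to 64.3 ± 46.4 CPM (log2 FC −1.32, SE 0.45, quasi-likelihood FDR 0.0582). Without gilt 14, all of them except IFITM1, OAS1 and OAS2 were called in LE, and IFIT2 was also called by the exact, likelihood ratio and DESeq2 Wald tests. IFI30 (gene ID 100174943, chromosome 2, 59629762 to 59633714) was the exception and was called with higher expression, increasing from 26.7 ± 4.70 to 97.1 ± 51.8 CPM (log2 FC 1.85, SE 0.36, quasi-likelihood FDR 0.00542). In S, 7 of the 13 genes were lower, with none called. OAS1 (gene ID 397570, chromosome 14, 38851083 to 38867427) decreased from 81.0 ± 58.5 to 8.36 ± 7.40 CPM in S (log2 FC −3.16, SE 0.91, quasi-likelihood FDR 0.238) and from 86.0 ± 65.1 to 6.29 ± 4.84 CPM in GE, where it was called (log2 FC −3.71, SE 0.84, quasi-likelihood FDR 0.284). As a set, the genes were lower in LE by camera (FDR 0.00471) and not at an FDR of 5% by fry (FDR 0.0829). They were lower in GE (11 of 13 genes) by camera (FDR 0.0012) but not by fry (FDR 0.42). In S (median log2 FC −0.10), camera gave an FDR of 0.0275 and fry 0.512. The paper named these genes for their lower expression in LE and/or stroma of the same samples. The number of lower genes and the set tests there are thus not independent of the paper's result. IFITM1 and IFITM3 share 17.9% and 36.2% of their 50-base windows with other genes, IFI30 18.7%, and OAS1 5.02%.

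**Figure D2:**
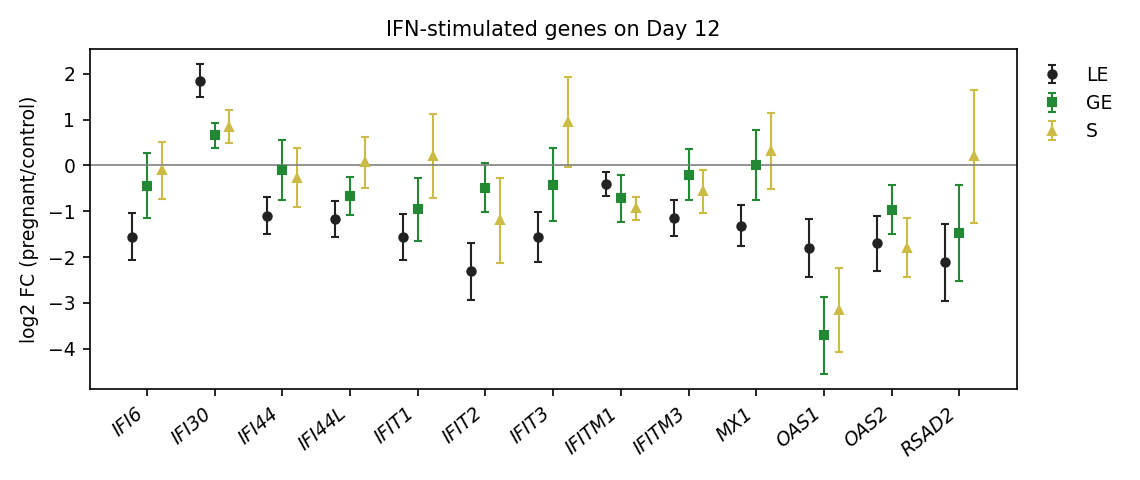
Log2 FC (pregnant against control) of the 13 IFN-stimulated genes in LE, GE and S, with bars of 1 SE from the quasi-likelihood fits. In LE, 12 of the 13 genes lie below 0, and IFI30 lies at 1.85.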

In agreement with a previous study [64], increased expression of *IRF2* mRNA in LE was found in pregnant endometrium supporting upregulation by conceptus-derived E2.

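IRF2 (gene ID 100621620, chromosome 15, 45546779 to 45693241) increased from 62.3 ± 10.1 to 162 ± 56.8 CPM (SD, n = 4 per group) in LE (log2 FC 1.38, SE 0.24, quasi-likelihood FDR 0.00309), called in 5 of the 8 fits without 1 gilt.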

However, in the pig, interferon gamma (IFNG) is the major trophoblast-derived IFN on Day 12 of pregnancy, which is synthesized between Days 12 and 20 during the gestation period [65]. Interferon gamma receptor 2 (*IFNGR2*) was upregulated in all three cell types of the pregnant endometrium in this study. 

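IFNGR2 (gene ID 100126864, chromosome 13, 197007303 to 197035604) increased from 17.4 ± 3.29 to 141 ± 105 CPM (SD, n = 4 per group) in LE (log2 FC 3.02, SE 0.46, quasi-likelihood FDR 0.00147). In S it increased from 13.0 ± 1.88 to 49.2 ± 22.6 CPM (log2 FC 1.91, SE 0.41, quasi-likelihood FDR 0.14), just above the p value cut-off of the quasi-likelihood test and below it in the exact, likelihood ratio and DESeq2 Wald tests. In GE it increased from 14.0 ± 6.92 to 34.0 ± 13.5 CPM (log2 FC 1.28, SE 0.42, quasi-likelihood FDR 0.468) and was called under no alternative set before the data were examined. Its level in pregnant GE and S was 24.0% and 33.6% of that in pregnant LE.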

Interferon gamma plays a crucial role in innate immune responses [66], and its functions are achieved via receptor-mediated signals that lead to changes in the transcription of hundreds of genes [67]. But since a strong inflammatory response would have negative effects on establishment of pregnancy, IFNG effects have to be regulated. Suppressor of cytokine signaling 1 (SOCS1) has been identified as a specific negative regulator of IFNG effects [68]. *SOCS1* mRNA was upregulated in complete endometria. In addition, *SOCS4* was found as upregulated in LE, whereas *SOCS6* was downregulated in LE and stroma.

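SOCS4 (gene ID 100302366, chromosome 1, 184379017 to 184398902) increased from 158 ± 17.7 to 330.4 ± 104 CPM (SD, n = 4 per group) in LE (log2 FC 1.06, SE 0.23, quasi-likelihood FDR 0.00944) and stayed called in 1 of the 8 fits without 1 gilt. SOCS6 (gene ID 100155619, chromosome 1, 152593647 to 152636645) decreased from 271 ± 41.7 to 106 ± 12.1 CPM (SD, n = 4 per group) in LE (log2 FC −1.35, SE 0.17, quasi-likelihood FDR 0.00054) and from 275 ± 15.9 to 105 ± 28.9 CPM in S (log2 FC −1.38, SE 0.28, quasi-likelihood FDR 0.124), called in both, and in S in 2 of the 6 such fits.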

Members of the S100 calcium binding protein A gene family have been found as involved in innate immunity [69]. 

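The fitted log2 FC of S100A8, S100A9 and S100A12 in LE was 10.84 (SE 0.85), 12.54 (SE 1.27) and 10.06 (SE 0.56), and that of S100A7 8.61 (SE 1.22). In GE and S, the fitted values were 10.32 and 7.94 for S100A8, 11.93 and 11.37 for S100A9 and 9.17 and 8.04 for S100A12. Since the control libraries had at most 3 counts of these genes, the fitted values depend on the prior count of the model.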

Particularly *S100A7*, *S100A8*, *S100A9*, and *S100A12* were highly upregulated in pregnant sows (log2 FC up 8–12). Members of this protein family are in addition important for the modulation of the inflammatory response [70].

Many CD molecules genes (e.g. *CD14*, *CD34*, *CD36*, *CD40*, *CD46*, *CD58*, *CD93,* and *CD99*) were found as upregulated in complete tissue. 

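CD14 (gene ID 100037938, chromosome 2, 142348036 to 142349686) was not listed for LE. It increased from 8.79 ± 5.40 to 40.7 ± 31.9 CPM (SD, n = 4 per group) in GE (log2 FC 2.19, SE 0.64, quasi-likelihood FDR 0.425) and from 1.75 ± 2.04 to 17.1 ± 11.4 CPM (SD, n = 3 per group) in S (log2 FC 3.18, SE 0.98, quasi-likelihood FDR 0.264), and was not called by the quasi-likelihood test but by the exact, likelihood ratio and DESeq2 Wald tests in both cell types.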

In LCM samples, *CD14* was found as upregulated in GE and stroma and was not detectable in LE. The CD14 molecule is an accessory molecule of toll like receptor 4 (TLR4) which is important for innate immune responses to bacterial and other microbial structures [71]. The mRNA for *TLR4* was downregulated in LE and stroma. 

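TLR4 (gene ID 399541, chromosome 1, 258044610 to 258054641) decreased from 60.3 ± 19.2 to 13.8 ± 1.94 CPM (SD, n = 3 per group) in S (log2 FC −2.13, SE 0.34, quasi-likelihood FDR 0.0807), and the call was kept in all 6 fits without 1 gilt. In LE it decreased from 48.8 ± 4.90 to 23.0 ± 12.7 CPM (SD, n = 4 per group) (log2 FC −1.04, SE 0.34, quasi-likelihood FDR 0.0509) and was called under no alternative set before the data were examined. The difference in log2 FC between LE and S was 1.11 (SE 0.68, FDR 0.572) in the joint quasi-likelihood fit.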

The expression patterns of *CD14* and *TLR4* suggest a specific and local modulation of proinflammatory effects in the porcine during early pregnancy. In addition, *CD99* was found as upregulated in LE and stroma, which has a major regulatory function in early T-cells [72]. 

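CD99 (gene ID 100624156, placed on chromosome Y in the annotation) increased from 37.0 ± 8.13 to 112 ± 14.2 CPM (SD, n = 4 per group) in LE (log2 FC 1.59, SE 0.19, quasi-likelihood FDR 0.000443). In S, CD99 increased from 21.3 ± 3.84 to 72.7 ± 50.6 CPM (SD, n = 3 per group) (log2 FC 1.76, SE 0.51, quasi-likelihood FDR 0.242) and was called by the exact, likelihood ratio and DESeq2 Wald tests, but not by the quasi-likelihood test.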

Inducible T-cell costimulator ligand (*ICOSLG*) playing a role in regulation of endometrial T-cells [73] was upregulated in LE which could also be involved in modulation of the maternal immune system.

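ICOSLG (gene ID 100621467, chromosome 13, 207106202 to 207115886) increased from 7.27 ± 3.39 to 27.5 ± 3.53 CPM (SD, n = 4 per group) in LE (log2 FC 1.90, SE 0.36, quasi-likelihood FDR 0.00493), with 4 of the 8 fits without 1 gilt keeping the call.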

The expression patterns of genes involved in immune response reflects the effects of conceptus- and endometrium-derived signaling molecules. Overall, the involved genes and their spatial regulation suggests a tight control of the maternal immune response to support conceptus growth and to avoid negative inflammatory effects (overview in Fig. 6).

### Genes involved in estrogen signaling and metabolism

Estrogen receptor alpha (*ESR1*) expression has been studied in endometrium of gilts and sows during the estrous cycle and early pregnancy [74–76]. No differences in *ESR1* mRNA expression was found between cyclic and pregnant endometrium on Days 11–12. 

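ESR1 (gene ID 397435, chromosome 1, 14217032 to 14604906) decreased from 432 ± 34.0 to 150.2 ± 60.5 CPM (SD, n = 4 per group) in LE (log2 FC −1.51, SE 0.26, quasi-likelihood FDR 0.00302), and 5 of the 8 fits without 1 gilt kept this call. It was not called in GE (log2 FC −0.57, SE 0.34, quasi-likelihood FDR 0.718) or S (log2 FC −0.19, SE 0.55, quasi-likelihood FDR 0.94), and the log2 FC in LE differed from that in GE by −0.93 (SE 0.56, FDR 0.538) in the joint quasi-likelihood fit.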

Here, we found three-fold lower mRNA concentrations in LE of samples from pregnant gilts. The mRNA encoding the membrane-bound G protein-coupled estrogen receptor 1 (*GPER1*) was also downregulated, but only in the complete tissue samples. The fact that GPER1 was only found as DE in complete endometrium samples suggests regulation near blood vessel regions. Downregulation of *GPER1* mRNA could result from downregulation of *ESR1* since it has been shown that *GPER1* is regulated by nuclear ESR1 and progesterone receptors [77].

The functional categories “sterol biosynthetic process” and “steroid metabolic process” were specifically overrepresented for the DEGs found in stroma. Genes encoding UDP-glucuronosyltransferases (UGTs) were upregulated, UDP glucuronosyltransferase 1 family, polypeptide A6 (*UGT1A6*) in GE, UDP-glucuronosyltransferase 2B31 (*UGT2B31*) in LE, and UDP-glucuronosyltransferase 2B31-like (*LOC100515741*) in complete endometria. 

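UGT2B31 (gene ID 100514063, chromosome 8, 66310697 to 66323755) increased from 70.7 ± 3.59 to 148 ± 23.1 CPM (SD, n = 4 per group) in LE (log2 FC 1.06, SE 0.16, quasi-likelihood FDR 0.00136), and 30.5% of its 50-base windows also occur in related gene models. UGT1A6 (gene ID 100152603, chromosome 15, 133968693 to 134049029) increased from 83.3 ± 30.0 to 252 ± 135 CPM (SD, n = 4 per group) in GE (log2 FC 1.60, SE 0.46, quasi-likelihood FDR 0.415), which was not called by the quasi-likelihood test but by the exact, likelihood ratio and DESeq2 Wald tests, and it shares 14.6% of its 50-base windows with other gene models.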

As UGT enzymes are involved in glucuronidation of E2 [78], this indicates increased UGT-mediated estrogen metabolism on Day 12 of pregnancy. Cytochrome P450 family members *CYP1B1*, *CYP7A1*, *CYP7B1* which are involved in E2 synthesis and metabolism [79, 80], were also DE on Day 12 of pregnancy. For example, *CYP7A1* regulating cholesterol metabolism [81] was downregulated in LE and stroma, on the other side, *CYP7B1* being related to steroid metabolism [82] was downregulated in LE. 

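CYP7A1 (gene ID 448985, chromosome 4, 74343101 to 74372628) decreased from 62.4 ± 9.34 to 23.0 ± 17.1 CPM (SD, n = 4 per group) in LE (log2 FC −1.37, SE 0.46, quasi-likelihood FDR 0.0554) and was called there under no alternative set before the data were examined. In S it decreased from 67.9 ± 32.7 to 10.5 ± 5.63 CPM (log2 FC −2.63, SE 0.56, quasi-likelihood FDR 0.139), at the p value cut-off of the quasi-likelihood test without passing it, and was called by the exact, likelihood ratio and DESeq2 Wald tests. Of its exonic bases, 6.82% are overlapped by SDCBP on the opposite strand. CYP7B1, listed as LOC100738003 (chromosome 4, 69615953 to 69793131), decreased from 69.3 ± 6.96 to 27.1 ± 18.0 CPM (SD, n = 4 per group) in LE (log2 FC −1.32, SE 0.39, quasi-likelihood FDR 0.0362) and passed an FDR of 1%, of the alternatives set before the data were examined, only in the exact, likelihood ratio and DESeq2 Wald tests and without gilt 14.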

Sulfotransferase family 1E, estrogen-preferring, member 1 (*SULT1E1*) involved in steroid synthesis and metabolism has been found as upregulated in porcine endometrium during Days 15 and 16 of pregnancy [83]. We found that *SULT1E1* is already upregulated on Day 12 in LE, GE, and stroma. 

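SULT1E1 (gene ID 397052, chromosome 8, 66811536 to 66838181) increased from 28.8 ± 30.2 to 845 ± 599 CPM (SD, n = 4 per group) in LE (log2 FC 4.87, SE 0.86, quasi-likelihood FDR 0.00328), called in 6 of the 8 fits without 1 gilt. In GE and S, it increased from 33.8 ± 37.5 to 145 ± 95.4 CPM (log2 FC 2.11, SE 0.84, quasi-likelihood FDR 0.568) and from 37.5 ± 51.4 to 408 ± 484 CPM (log2 FC 3.43, SE 1.32, quasi-likelihood FDR 0.353), and was called there under no alternative set before the data were examined. Pregnant GE and S had 17.0% and 47.2% of the SULT1E1 level of pregnant LE.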

Overall, the results for genes involved in E2 metabolism showed downregulation of genes involved in E2 synthesis, while genes probably mediating inactivation of E2 (sulfatases, UGTs) were upregulated in the endometrium on Day 12 of pregnancy (see overview in Fig. 6).

### Genes involved in prostaglandin metabolism and signaling

Members of the phospholipase A2 family (PLA2s), key enzymes for the release of PG precursor molecules from the plasma membrane [84], were downregulated mainly in complete endometrial tissue samples, except *PLA2G4A* which was localized to stromal areas. 

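PLA2G4A (gene ID 100520687, chromosome 9, 127853581 to 128164825) decreased from 258 ± 70.1 to 77.5 ± 34.8 CPM (SD, n = 3 per group) in S (log2 FC −1.72, SE 0.40, quasi-likelihood FDR 0.16), which was not called by the quasi-likelihood test but by the exact, likelihood ratio and DESeq2 Wald tests. In LE and GE, the log2 FC was −0.72 (SE 0.49, FDR 0.33) and −0.22 (SE 0.41, FDR 0.915) by the quasi-likelihood test, and the difference between LE and S was 1.02 (SE 0.74, FDR 0.644).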

The downregulation of PLA2 genes in complete endometria could indicate regulation associated with immune cells or cells of blood vessels. In a recent study, a trend for downregulation of *PLA2G4A* has been found on Day 12 of pregnancy whereas no difference was found on Day 15 [85]. The aldo-keto reductase family 1 member B (AKR1B1) is an aldose reductase enzyme that is secreted into the extracellular spaces where it functions in the synthesis of PGs, specifically PGF2a in the endometrium [86]. Strong upregulation of *AKR1B1* mRNA was found only in LE and GE with strongest expression in LE, while prostaglandin-endoperoxide synthase 2 (*PTGS2*) was downregulated only in stroma. This leads us to hypothesize that AKR1B1, together with PTGS2 maybe important enzymes involved in the change of endocrine to exocrine secretion of PGF2a in porcine endometrium. Furthermore, the mRNA for *HSD17B12* was upregulated in LE. 

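AKR1B1 (gene ID 396816, chromosome 18, 14593516 to 14752316) increased from 208 ± 102 to 7778 ± 4853 CPM (SD, n = 4 per group) in LE (log2 FC 5.22, SE 0.69, quasi-likelihood FDR 0.00069). In GE it increased from 61.2 ± 75.7 to 1175 ± 793 CPM (log2 FC 4.25, SE 1.03, quasi-likelihood FDR 0.32), above the p value cut-off of the quasi-likelihood test and below it in the exact, likelihood ratio and DESeq2 Wald tests, in the joint fits and without gilt 06 or gilt 14. S had an increase from 160.1 ± 95.6 to 1669.8 ± 2172 CPM (log2 FC 3.38, SE 1.16, quasi-likelihood FDR 0.308), called by the likelihood ratio and DESeq2 Wald tests only. The level of AKR1B1 in pregnant GE and S was 15.0% and 20.8% of that in pregnant LE. PTGS2 (gene ID 397590, chromosome 9, 127850164 to 127858866) decreased from 670.2 ± 479 to 98.1 ± 105 CPM (SD, n = 3 per group) in S (log2 FC −2.76, SE 1.05, quasi-likelihood FDR 0.35) and was called, of the alternatives set before the data were examined, only with the GC percentage of the libraries as a covariate. Its log2 FC in LE and GE was −0.75 (SE 0.74, FDR 0.507) and −0.78 (SE 1.09, FDR 0.878) by the quasi-likelihood test, and the difference between LE and S was 2.00 (SE 1.58, FDR 0.678).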

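HSD17B12 (gene ID 100312972, chromosome 2, 18461487 to 18611761) increased from 93.5 ± 13.8 to 239 ± 87.6 CPM (SD, n = 4 per group) in LE (log2 FC 1.35, SE 0.27, quasi-likelihood FDR 0.00591), called in 1 of the 8 fits without 1 gilt. Of its exonic bases, 21.5% are overlapped by another gene model on the opposite strand.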

Its known function in conversion of estrone to estradiol is in contrast to the observed downregulation of other genes involved in E2 synthesis, but HSD17B12 is also known to function in arachidonic acid metabolism thereby providing precursors for prostaglandin synthesis [87]. Together with the localization of upregulation in LE this suggests a role in PG synthesis on Day 12 of pregnancy in porcine endometrium. The mRNA for prostaglandin E synthase (*PTGES*) was found as downregulated in LE. In addition, *PTGES2*, *PTGES3*, and *PTGES3L* were also expressed in all three cell types (*PTGES2* not in GE). 

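PTGES (gene ID 654407, chromosome 1, 269911785 to 269924481) decreased from 36.2 ± 8.52 to 19.8 ± 3.16 CPM (SD, n = 4 per group) in LE (log2 FC −0.85, SE 0.24, quasi-likelihood FDR 0.0286), which passed an FDR of 5% but not of 1% in the quasi-likelihood test. In S, the log2 FC of PTGES was −1.58 (SE 0.55, FDR 0.317), and in GE −1.29 (SE 0.91, FDR 0.753), by the same quasi-likelihood test.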

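PTGES3 and PTGES3L were listed for all 3 cell types, and PTGES2 for LE and S but not for GE. PTGES2 had 15.0 CPM in pregnant LE and 12.8 CPM in control LE.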

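PTGES3L (gene ID 110255999, chromosome 12, 19909037 to 19915852) increased from 6.25 ± 2.41 to 30.4 ± 8.52 CPM (SD, n = 4 per group) in LE (log2 FC 2.25, SE 0.34, quasi-likelihood FDR 0.00139). The log2 FC in LE differed from that in GE by 2.22 (SE 0.61, FDR 0.105) and from that in S by 2.16 (SE 0.68, FDR 0.325) in the joint quasi-likelihood fit.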

The mRNA of *PTGES3L* was more than 4-fold upregulated in LE of pregnant endometrium. However, the expression of *PTGES3* mRNA was clearly higher compared to the mRNAs of the other PGE2 synthases. 

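In pregnant S, PTGES3 (gene ID 100155956, chromosome 5, 22000335 to 22022830) had 201 ± 23.2 CPM (SD, n = 3), while PTGES, PTGES2 and PTGES3L had 6.75, 5.74 and 8.28 CPM. In pregnant GE, the levels were 219.9 ± 22.3 CPM (SD, n = 4) for PTGES3, 4.40 CPM for PTGES and 13.1 CPM for PTGES3L.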

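PTGES3 increased from 185 ± 13.9 to 263 ± 31.2 CPM (SD, n = 4 per group) in LE, with a log2 FC of 0.51 (SE 0.15, FDR 0.0361) by the quasi-likelihood test.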

Similar to the findings in a recent study [85], *PTGES3* mRNA was slightly higher in LE on Day 12 of pregnancy but did not reach the significance threshold (adjusted *P*-value 0.042 in LE, 0.021 in complete tissue).

The biological effects of PGs are also controlled by PG transport, e.g., mediated by specific transporters such as transmembrane transporters ATP-binding cassette, subfamily C, member 4 (ABCC4) and solute carrier organic anion transport family, member 2A1 (SLCO2A1). In porcine endometrium, *ABCC4* and *SLCO2A1* expression has been found as upregulated on Day 12 of pregnancy in LE and GE, and LE and blood vessels, respectively [88]. 

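ABCC4 (gene ID 100152536, chromosome 11, 64089149 to 64309831) decreased from 258 ± 99.5 to 92.8 ± 54.0 CPM (SD, n = 3 per group) in S (log2 FC −1.47, SE 0.50, quasi-likelihood FDR 0.306) and was called under no alternative set before the data were examined. SLCO2A1 (gene ID 100144510, chromosome 13, 75108540 to 75189660) increased from 10.3 ± 1.33 to 52.7 ± 24.1 CPM (SD, n = 3 per group) in S and was called (log2 FC 2.34, SE 0.42, quasi-likelihood FDR 0.105), in 2 of the 6 fits without 1 gilt.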

In our study, *ABCC4* was downregulated and *SLCO2A1* was upregulated in LCM samples from stromal areas. 

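ABCC4 had 273 and 205 CPM in control and pregnant LE and 95.4 and 49.1 CPM in GE.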

A closer look at the RNA-seq data showed that *ABCC4* is expressed in all three cell types. Likewise, *SLCO2A1* mRNA was detectable at similar expression levels in all three cell types. 

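SLCO2A1 was expressed at 32.5 ± 8.97 CPM in pregnant LE and 46.4 ± 26.9 CPM in pregnant GE (SD, n = 4 each), compared with 52.7 CPM in pregnant S. In controls, SLCO2A1 had 18.0 CPM in LE and 43.2 CPM in GE.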

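LOC100738425 (gene ID 100738425, chromosome 11, 64861069 to 64996684) was listed for GE only and increased from 2.08 ± 1.79 to 23.7 ± 27.0 CPM (SD, n = 4 per group) (log2 FC 3.44, SE 0.91, quasi-likelihood FDR 0.354). It was not called by the quasi-likelihood test but by the exact, likelihood ratio and DESeq2 Wald tests and without gilt 14. Of its 50-base windows, 45.1% also occur in neighbouring gene models, between which reads could have been divided.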

In GE, another gene (*LOC100738425*) similar to human *ABCC4* was expressed and showed a 7.5-fold increase in samples from Day 12 pregnant gilts. Altogether, the obtained results revealed a very complex pattern of regulation for PG synthesizing, metabolizing and transporting proteins, as well as PG receptors. Basically, the results from our endometrial LCM RNA-seq analysis suggest a specific upregulation of the PGF synthase AKR1B1 in LE and GE, specific uregulation of PG transporters in the LE, local upregulation of PGE synthases, and a general downregulation of PG precursor synthesis in other regions of the endometrium as the molecular mechanism for the switch from endocrine to exocrine PGF2a secretion and the regulation of PGE2 production, which needs further comprehensive functional studies at the protein level (for an overview see Fig. 6).

## Conclusions

In summary, this study comprehensively determined differential gene expression in the endometrial compartments/cell types LE, GE, and stroma of porcine endometrium during the preimplantation period. In comparison to previous studies, the localization of transcriptomic changes in response to conceptus signals was addressed and used to draw a global picture of molecular pathways involved in establishment and maintenance of pregnancy in the pig. The findings of this study will serve as a basis for in-depth investigations of cell type-specific molecular pathways in porcine during the phase of maternal recognition of pregnancy.

## Additional files

Additional file 1: **Table S1.** Raw data statistic of RNA-seq (DOCX 15 kb)

Additional file 2: **Table S2.** Differentially expressed genes in luminal epithelium, glandular epithelium, stroma, and complete tissue. (XLSX 1826 kb)

Additional file 3: **Table S3.** Selected function found in luminal epithelium, glandular epithelium, stroma, and complete tissue. (XLSX 58 kb)

Additional file 4: **Table S4.** Top 10 differentially expressed genes in luminal epithelium (LE), glandular epithelium (GE), and stromal cells (S). (DOCX 20 kb)

Additional file 5: **Table S5.** Overrepresentation analysis for genes only differentially expressed in three cell types and complete tissue. (XLSX 687 kb)

Additional file 6: **Table S6.** DEGs involved in estrogen signaling, prostaglandin metabolism and signaling, and other selected pathways. (XLSX 117 kb)

## Abbreviations

ABCC4: ATP-binding cassette, subfamily C, member 4
ABI3BP: ABI family member 3 binding protein
AKR1B1: Aldo-keto reductase family 1 member B
ALCAM: Activated leukocyte cell adhesion molecule
ALDH2: Aldehyde dehydrogenase 2 family
ANGPT2: Angiopoietin-2
B4GALNT2: Beta-1,4-N-acetyl-galactosaminyltransferase 2
BMP: Bone morphogenetic protein
CALM: Calcium/calmodulin genes
CCDC: Coiled-coil domain containing
CDs: CD molecules
CENPK: Centromere protein K
CYP1B: Cytochrome P450 family members
DE: Differentially expressed
DEGs: Differentially expressed genes
ECM: Extracellular matrix
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
ESR1: Estrogen receptor alpha
ETV1: ETS variant 1
EVs: Extracellular exosomes/vesicles
FGF: Fibroblast growth factor
FRAS1: Extracellular matrix gene 1
FRK: Fyn related Src family tyrosine kinase
GE: Glandular epithelium
GJA: Gap junction protein alpha
GJB: Gap junction protein beta
GJC: Gap junction protein gamma
GMCSF: colony stimulating factor 2
GO: Gene ontology
GPER1: G protein-coupled estrogen receptor 1
HBE1: Hemoglobin subunit epsilon 1
HSD11B1: Hydroxysteroid 11-beta dehydrogenase 1
ICOSLG: Inducible T-cell costimulator ligand
IGF: Insulin-like growth factor
IGFBP: Insulin-like growth factor binding protein
IL1B2: Interleukin one beta 2
IL1R: Interleukin 1 receptor
IL1RAP: Interleukin 1 receptor accessory protein
INHBB: Inhibin beta B subunit
IRAK: Interleukin 1 receptor associated kinase
IRF2BP2: Interferon regulatory factor 2 binding protein 2
ITGs: Integrin genes
LAP: Latency-associated peptide
LCM: Laser capture microdissection
LE: Luminal epithelium
LFA-1: Lymphocyte function-associated antigen-1
LGALS9: Galectin 9
LIF: Interleukin 6 family cytokine
LLC: Large latent complex
LTBP: Transforming growth factor beta binding protein
MMRN1: Multimerin 1
MTR: Methyltetrahydrofolate-homocysteine methyltransferase
NCBI: National Center for Biotechnology Information
NFKB: Nuclear factor kappa-B
NPY: Neuropeptide Y
NR3C1: Glucocorticoid receptor
OAS: 2′-5′-oligoadenylate synthetase
OPN: Osteopontin
OSTN: Osteocrin
PG: Prostaglandin
PGF2a: Prostaglandin F2α
PIAS1: Protein inhibitor of activated STAT 1
PLA2s: Phospholipase A2 family
PROX1: Prospero homeobox 1
PTGES: Prostaglandin E synthase
PTGS2: Prostaglandin-endoperoxide synthase 2
RANTES: C-C motif chemokine ligand 5
RIN: RNA integrity number
RNA-Seq: RNA-sequencing
ROCK: Rho associated coiled-coil containing protein kinase
RORB: RAR related orphan receptor B
RSAD2: Radical S-adenosyl methionine domain containing 2
S100A: S100 calcium binding protein A
SALL2: Spalt like transcription factor 2
SCN3A: Sodium voltage-gated channel alpha subunit 3
SDC4: Syndecan 4
SERPINB11: Serpin family B member 11
SLC24A4: Solute carrier family 24 member 4
SLCO2A1: Solute carrier organic anion transport family, member 2A1
SLCs: Solute carrier family members
SNCA: Synuclein alpha
SOCS: Suppressor of cytokine signaling
SOSTDC1: Sclerostin domain containing 1
STAT: Signal transducer and activator of transcription family
SULT1E1: Sulfotransferase family 1E, estrogen-preferring, member 1
TGFB: Transforming growth factor beta
TLR4: Toll like receptor 4
TMEMs: Transmembrane protein
TNFα: Tumor necrosis factor
UGTs: UDP-glucuronosyltransferases
ULF: Uterine luminal fluid
VEGF: Vascular endothelial growth factor

# Supplementary material for: Cell type-specific analysis of transcriptome changes in the porcine endometrium on Day 12 of pregnancy
**Source:** BMC Genomics. 2018 Jun 14;19:459. doi: 10.1186/s12864-018-4855-y
**Supplement:** Supplementary file 1 — Table S1. Raw data statistic of RNA-seq

**Table S1. Raw data statistic of RNA-seq**

| **Sample** | **Total Raw Reads** | **Total Clean Reads** | **N percentage** | **GC percentage** |
| --- | --- | --- | --- | --- |
| C_G_02 | 23093437 | 18189370 | 0.00% | 43% |
| C_G_04 | 21973569 | 16963031 | 0.00% | 40% |
| C_G_06 | 21010355 | 16600773 | 0.00% | 42% |
| C_G_13 | 23595458 | 18606417 | 0.00% | 42% |
| C_L_02 | 33598003 | 25313849 | 0.00% | 46% |
| C_L_04 | 25631715 | 19716496 | 0.00% | 46% |
| C_L_06 | 15700508 | 12590934 | 0.00% | 43% |
| C_L_13 | 24795123 | 19944657 | 0.00% | 44% |
| C_S_02 | 21756884 | 16897682 | 0.00% | 41% |
| C_S_04 | 27182875 | 21232330 | 0.00% | 44% |
| C_S_13 | 14398251 | 11560930 | 0.00% | 42% |
| P_G_01 | 23726733 | 18027642 | 0.00% | 47% |
| P_G_03 | 17369665 | 13614506 | 0.00% | 46% |
| P_G_05 | 18232663 | 14435990 | 0.00% | 42% |
| P_G_14 | 25584390 | 20538411 | 0.00% | 40% |
| P_L_01 | 8208256 | 6402599 | 0.00% | 47% |
| P_L_03 | 16392427 | 12204894 | 0.00% | 45% |
| P_L_05 | 18874412 | 14956157 | 0.00% | 41% |
| P_L_14 | 17162245 | 13704076 | 0.00% | 42% |
| P_S_01 | 17884905 | 12084128 | 0.00% | 47% |
| P_S_05 | 19075961 | 15394218 | 0.00% | 41% |
| P_S_14 | 22872036 | 18223336 | 0.00% | 41% |

# Supplementary material for: Cell type-specific analysis of transcriptome changes in the porcine endometrium on Day 12 of pregnancy
**Source:** BMC Genomics. 2018 Jun 14;19:459. doi: 10.1186/s12864-018-4855-y
**Supplement:** Supplementary file 4 — Table S4. Top 10 differentially expressed genes in luminal epithelium (LE), glandular epithelium (GE), and stromal cells (S).

Supplemental Table S4. Top 10 differentially expressed genes in luminal epithelium (LE), glandular epithelium (GE), and stromal cells (S).

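The log2 FC of the genes of Table S4 in their cell type could be compared for 60 entries. All of them had the same sign in the quasi-likelihood fits. Of these, 31 had only a lower bound, and of the 29 fitted values 16 lay within 1 SE of the table and 13 did not, with a median absolute difference of 1.05. The table ranks DEGs by log2 FC within each cell type, and values for genes without counts in a group depend on how the model treats 0 counts.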

How the deposited data were processed for this re-analysis (not part of the article)

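The data set consists of 22 RNA-seq libraries of cells collected by LCM from the endometrium of 8 gilts on Day 12, 4 pregnant and 4 cyclic (control). LE and GE are represented by 1 library from each gilt, and S by 1 library from each of 6 gilts (3 per group). Complete endometrium, quantitative PCR, ISH and IHC were not analysed here.

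As described in the paper, the authors clipped adapters, removed 5 bases from the read starts, mapped the reads with Hisat2 to the NCBI assembly Sscrofa11.1, removed PCR duplicates with the random bases of the adapter, counted reads per NCBI gene and removed genes with a CPM filter. The deposited tables, 1 for each cell type, hold these read counts without normalization. That they are counts was checked on the values, which are whole numbers. The counting tool, the use of strand, the level of the CPM filter and the edgeR test are not stated in the paper. All listed gene IDs were matched in the NCBI annotation of Sscrofa11.1, which also gave symbols and coordinates. Genes absent from a table were treated as not analysed there, not as 0.

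Depth was low in some libraries, with totals on listed genes from 893912 counts (pregnant LE of gilt 01) to 4020796. A level of 3 counts, taken as the floor, corresponds to 0.69 to 3.50 CPM depending on the library, and differences near this level are imprecise. Where all libraries of a group had at most 3 counts, the fold change is given as a lower bound against that floor. Correlations of log2 CPM between libraries of the same group were lowest in control GE (0.684 to 0.917) and highest in control LE (0.938 to 0.964).

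Each cell type was fitted on its own in edgeR 4.0.16 (R 4.3.3) with TMM normalization, estimateDisp and the quasi-likelihood F test for pregnant against control, over all listed genes. The thresholds are those of the paper, an FDR (Benjamini-Hochberg) below 0.01 in LE and an unadjusted p value below 0.0021 in GE and S. Because calls in GE and S rest on an unadjusted p value, the FDR is printed beside them. Whether the response to pregnancy differs between cell types was tested with interaction terms in a joint fit of all 22 libraries and the 10643 genes listed for all 3 cell types (FDR below 0.01). This fit had no block for the gilt, which was used in alternatives only. The MDS used plotMDS of edgeR with the 500 genes of largest pairwise fold change and a prior count of 2. Gene sets were tested with fry and camera (limma 3.58.1).

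Libraries with the same number come from the same gilt according to the sample labels. Deviations from the group means were correlated within gilts with a median of 0.257 between LE and GE (above 0.1 in 6 of 8 gilts), 0.314 between LE and S (6 of 6) and 0.468 between GE and S (5 of 6), against −0.0754, −0.138 and −0.188 between different gilts. Pregnant and control gilts are different animals, so that the gilt could be a block only in the joint fits.

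Named genes were chosen by a rule written before the data were examined. They are the genes the paper names in its Results, Discussion, Tables 1 and 2, Fig. 5 and Table S4, and in each cell type the 10 called genes with the largest increase and the 10 with the largest decrease whose pregnant and control libraries do not overlap in CPM. Of 157 genes named by the paper, 143 were listed in at least 1 table. The pathway genes are those of Table S6, matched from human to pig by symbol. Lists of marker genes for epithelium, fibroblasts, blood endothelium, lymphatic endothelium, leukocytes and smooth muscle, and a list of cholesterol biosynthesis genes, were fixed before their values were seen. The interferon-stimulated genes are those the paper names. For 240 genes, exon sequence shared with other genes was searched in windows of 50 bases and overlaps of exons with other genes were counted, because the paper does not say how reads in such regions were assigned.

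Alternatives set before the data were examined were DESeq2 size factors (RLE) or library size alone in place of TMM, filterByExpr or at least 10 counts in every library, the exact and likelihood ratio tests of edgeR, the Wald test of DESeq2 1.42.0, an FDR of 0.01 or 0.05 or a p value of 0.0021 in all cell types, only the 6 gilts with an S library, counts thinned to the smallest library (893912 counts), the GC percentage of each library as a covariate, joint fits without a block and with the gilt as a fixed block (edgeR) or a random block (voom and duplicateCorrelation of limma, consensus correlation 0.268), other gene numbers and prior counts in the MDS, and leaving out each gilt in turn. A likelihood ratio test with robust dispersions (estimateGLMRobustDisp) was added after the values had been compared with those of the paper.

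The procedure was tested on simulated counts with 200 changed genes (log2 change of 2). In LE, 158 of the 200 were found among 11415 genes with 3 false calls. At the p value used for GE and S, 160 were found in GE (20 false calls among 11676 genes) and 136 in S (18 false calls among 11532 genes), whereas an FDR of 1% would have found 69 in GE and 0 in S. The same simulation for the interaction of LE and GE over 10643 genes gave 85 of 200 with 1 false call in the fit without a block. With the gilt as a fixed block it gave 54 with 0 false calls. For LE and S it gave 68 with 3 false calls without a block and 30 with 2 false calls with the fixed block. The simulated libraries shared no effect of the gilt, unlike the real ones. They therefore cannot show what the block gains in the real data. GO term overrepresentation was left out because the annotation at hand holds no GO terms. Results for some genes are not reported here.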

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

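The tests on gilts 02 and 14 and on calls above the carried level were chosen only after the result was seen. Single libraries were compared with the other 3 of their group for the genes printed with mean and SD, and 19 of 162 groups had 1 library far from the others by Dixon's test at 95%, where chance alone gives about 1 in 20, or 8.1. No biological explanation was tested for single libraries, since nothing but the group and the cell type is known of each gilt.

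In LE, the pregnant library of gilt 14 stood apart for CDH17 (10.3 CPM, others 0 to 1.04), MX1 (133 CPM, others 31.7 to 48.1) and SLC24A4 (40.0 CPM, others 1.56 to 7.00), in each case towards the control level. Over the genes called without gilt 14, its response in LE had a slope of 0.616 against the mean of the other pregnant gilts, while gilts 01, 03 and 05 had slopes of 1.00, 1.04 and 1.04, each over the genes called without that gilt. In GE its slope was 0.535 (1.23, 0.869 and 1.04 for gilts 01, 03 and 05), while in S, with 0.677 against 0.809 and 0.7 for gilts 01 and 05, it did not stand apart. The slope in LE remained 0.616 with all libraries thinned to one depth, which argues against depth, and fibroblast transcripts were at a median log2 ratio of 0.05 (0.0548) to the other pregnant LE libraries, which argues against fibroblast RNA. A weaker response of this gilt in LE may explain it and stays a hypothesis, since other explanations were not tested. Without gilt 14, 1643 genes were called in LE.

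Control GE had several such libraries. In gilt 02 these were GJA5 (285 CPM, others 0 to 2.86), IGFBP2 (16.9 CPM, others 0.278 to 1.35), SERPINB7 (4.53 CPM, others 0) and TGFB3 (256 CPM, others 0 to 7.15), in gilt 13 INHBB (36.7 CPM, others 10.3 to 14.8) and in gilt 06 TRPV6 (13.6 CPM, others 1.65 to 3.34). In this GE library of gilt 02, the markers of fibroblasts were at a median log2 ratio of 2.44 to the other control GE libraries (6 of 6 higher), those of blood endothelium at 2.25 (5 of 5) and of smooth muscle at 7.44 (3 of 3), with epithelial markers at −1.30 (6 of 6 lower). Fibroblasts, vessels and smooth muscle in the material of gilt 02 are therefore a possible explanation of GJA5 and TGFB3. Compared in the same way, with gilt 02 among the others, the GE libraries of gilts 13 and 06 had −2.41 and −0.23 for fibroblasts, −3.03 and 0.13 for blood endothelium, −5.33 and −3.06 for smooth muscle and 0.62 and 0.45 for epithelium, so that no such excess was seen for INHBB and TRPV6.

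At the floor of 3 counts or little above it were the control LE values of ACOD1 (1.38 CPM in gilt 13, others 0), GJB5 (0.230 CPM in gilt 13, others 0), SERPINB7 (1.15 CPM in gilt 13, others 0), INHBB (1.39 CPM in gilt 06, others 0) and SERPINB11 (0.696 CPM in gilt 06, others 0). With all other libraries at 0 counts, any count gives such a gap. The remaining cases were TLR4 in control LE (56.2 CPM in gilt 13, others 45.8 to 47.0), IRF2 (246 CPM in gilt 03, others 123 to 141) and SERPINB7 (424 CPM in gilt 01, others 142 to 180) in pregnant LE, and PTGES3 (187 CPM in gilt 03, others 229 to 234) and LOC100738425 (63.8 CPM in gilt 05, others 4.60 to 13.9) in pregnant GE. These may be chance, given that 8.1 are reached by chance, and LOC100738425 shares reads with neighbouring gene models. As a measure of what single libraries do, the DE genes in LE numbered 588 to 1643 across the 8 fits that each left out 1 gilt.

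The response to pregnancy differed between LE and GE for 42 genes and between LE and S for 2 genes (TNIK and LOC102166944) in the fit with the gilt as a fixed block (41 and 0 genes with a random block, 1581 for LE and S at an unadjusted p value below 0.05). Without the block, no gene passed an FDR of 0.01 (1329, 1149 and 644 genes at an unadjusted p value below 0.05 for LE against GE, LE against S and GE against S, where 532 are reached by chance). Of the 35 splits of the 8 gilts into 4 and 4, only the real one (1 of 35) gave as many genes for LE against GE with the block. Every other split gave 0 genes, which argues against chance for these 42 genes as a set. For LE against S, 1 of the 20 splits did, the smallest share this design can give, so that chance cannot be told apart there. Without the block, where 0 genes were called, every split reached that number (35 of 35 for LE and GE, 20 of 20 for LE and S and 20 of 20 for GE and S), which decides nothing. The source of the difference between LE and GE was not tested. Carried RNA from LE, considered below, would draw the log2 FC in GE towards that in LE.

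Called genes outside those the paper discusses were LOC102166944 (log2 FC −5.35), LOC110260804 (at least 2.78-fold lower), UPK3A (at least 3.75-fold lower) and SLC30A2 (at least 3.58-fold lower) in LE. LOC102166944 shares 6.70% of its 50-base windows with MT1A. The SLC30A2 call was lost in the joint fit with the gilt as a random block, and the other 3 calls were kept under all alternatives in which these genes were tested. Chance is argued against for the LE calls as a whole, because only the real split of the 8 gilts (1 of 35) gave as many.

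In GE such genes were LAMB3 (at least 19.8-fold higher) and LOC100153783 (at least 19.9-fold higher), and, with lower expression, LOC106505633 (log2 FC −2.21), LOC106507971 (−2.07), ZMAT1 (−1.83), MPEG1 (−1.77), CDHR1 (−1.70), EVC (−1.68), ZSCAN31 (−1.47) and NTN4 (−1.36). Since 4 of the 35 splits of the GE libraries, the real one included, gave as many called genes, single GE calls may be chance. LAMB3 and LOC100153783 are among the 22 genes from which the share of carried LE RNA in GE (median 14.2%) was taken, so that they could not be tested against it, and LE RNA stays open for them. Lower expression cannot come from such RNA unless the gene is also lower in LE, as EVC, CDHR1 and LOC106505633 were. Without single gilts, the calls of LOC106507971, ZMAT1, CDHR1, ZSCAN31 and NTN4 were lost in at least 5 of the 8 fits.

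In S they were ADAMTS20 (log2 FC 7.04), LAMB3 (at least 51.6-fold higher), NUPR1 (4.83) and GABRP (4.82), and, lower in pregnant S, PNPLA3 (−5.34), PAK6 (at least 2.75-fold lower) and LOC100738087 (−5.14). Of the 6 fits without 1 gilt, 1 kept the call of PAK6, 3 those of LAMB3, NUPR1 and GABRP, and 4 that of PNPLA3. ADAMTS20 stayed called in 5 and LOC100738087 in all 6. Only the real split of the S libraries (1 of 10) gave as many called genes (170, the other splits 0 to 35), which with 10 splits cannot be told apart from chance by that share alone. At an FDR below 0.05, 29 genes remained in S, LOC100738087 among them (FDR 0.0297). GABRP was above the carried level (1.5 times the sum of the control level and the gilt's share of the LE level) in all 3 pregnant gilts (882 CPM in pregnant S, 61.3 CPM in pregnant LE), and NUPR1 in 2 of 3. LAMB3 and ADAMTS20 are among the 17 genes from which the share in S (median 26.9%) was taken, so that LE RNA was not tested for them and stays open. For GABRP, RNA from GE stays open, because pregnant S and pregnant GE did not differ in any gene at an FDR of 0.01 (270 genes at an unadjusted p value below 0.05). PAK6 shares 9.25% of its 50-base windows with other genes.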

How the results depend on the processing

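The likelihood ratio test with robust dispersions was chosen only after the results were seen, and the other alternatives were set before the data were examined. A change of sign in a gene past the threshold under neither setting is not counted as a reversal. The fits without gilt 03 and without gilt 06 equal the reported one for S, because these gilts have no S library.

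LE had the most DE genes under every alternative tried. S had more than GE except without gilt 02, without gilt 13 and at an FDR below 0.01 in every cell type. Directions of all named genes called in the reported fits (91 in LE, 27 in GE and 34 in S) were kept under every alternative. Their calls were kept under every alternative for 49 genes in LE. For GE and S such a count is not given, because an FDR below 0.01 alone leaves 1 and 0 DE genes there. Over all named genes and alternatives, 10344 of 11290 results kept direction and side of the threshold, 497 fell below it, 448 rose above it and 1 reversed, GJA5 in GE, whose log2 FC was 3.67 with robust dispersions. Its control level in GE rested on gilt 02 (285 CPM, others 0 to 2.86). Whether this library caused the reversal was not tested.

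With the exact test, 2049 genes were DE in LE, 176 in GE and 440 in S, of which 1724, 51 and 177 were DE in that cell type only, 2 had opposite directions in 2 cell types, and the pathway genes called were 13 in GE and 34 in S. The likelihood ratio test gave 2072, 185 and 463 DE genes, 1733, 53 and 187 in one cell type only, 2 with opposite directions, and 14 and 36 pathway genes. The DESeq2 Wald test gave 2182, 241 and 512, then 1791, 75 and 207, 3 with opposite directions, and 20 and 40 pathway genes, and 111 and 21 genes with a response differing between LE and GE and between LE and S. With robust dispersions the numbers were 2537, 289 and 655, then 2013, 73 and 220, 12 with opposite directions, and 125, 23 and 48 pathway genes in LE, GE and S. The quasi-likelihood test gave 1146, 81 and 170 DE genes, with 1005, 25 and 72 in one cell type only. In the simulated counts, the exact, likelihood ratio and DESeq2 tests found more of the 200 changed genes with more false calls (14, 15 and 14 in LE against 3). With robust dispersions, 188 were found in LE with 32 false calls. At the p value used for GE and S, robust dispersions gave 112 and 107 false calls there, against 20 and 18 in the quasi-likelihood test.

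An FDR below 0.01 in every cell type left 1 DE gene in GE (1 DE gene shared with LE, 0 only in GE) and 0 in S (0 only in S), with 0 pathway genes in GE and 0 in S, while 945 genes in GE and 1438 in S had an unadjusted p value below 0.05. An FDR below 0.05 in every cell type gave 2557 in LE (2529 only there), 2 in GE (0 only there) and 29 in S (3 only there), and 119, 0 and 4 pathway genes. At FDR below 0.05, 43 genes differed in response between LE and GE. These changes follow from the threshold itself.

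Restricted to the 6 gilts with an S library, 435 genes were DE in LE and 35 in GE, 361 and 14 of them in that cell type only, with 110 only in S, and the pathway genes were 35 in LE and 2 in GE. Fewer samples are the construction of this alternative. Requiring at least 10 counts in every library, which tests fewer genes, left 50 DE genes in GE and 3 and 13 pathway genes in GE and S. With the GC percentage as a covariate 53 genes were DE in GE, and with DESeq2 size factors 1 gene differed in response between LE and GE. The cause was not tested. Scaling by library size alone lowered the share of higher expression among DE genes in LE to 50.5%, from 63% with TMM, and shifted the median log2 FC of all LE genes to −0.14. In the MDS, the distance between the groups was 2.40 in LE with 1000 genes, and 0.895 in LE and 0.622 in S with all genes, as genes with smaller differences enter the mean.

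In the joint fits, the block of the gilt pairs the libraries of the cell types. Without a block, the joint fit gave 132 DE genes in GE and 295 in S, 50 and 145 of them in that cell type only. With the gilt as a random block there were 314 in S, and 49 and 151 only in GE and only in S. For the differences between cell types, the gilt as a fixed block gave 42 genes between LE and GE and 2 between LE and S, and as a random block 41 between LE and GE and 0 between LE and S (smallest FDR 0.05, with 1581 genes at an unadjusted p value below 0.05). Further counts that changed by more than 1.5 times with the random block were the genes DE in all 3 cell types (27 from 9), in GE and S (38 from 11) and in LE and S (152 from 96), those lower in GE (25 from 14), higher in S (91 from 49) and lower in S (223 from 121), and the pathway genes higher in S (10 from 5). Of the named genes 16, 4 and 6 lost and 4, 3 and 11 gained a call in LE, GE and S with the random block. The cause was not tested.

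Across the 8 fits that each left out 1 gilt, DE genes ranged from 588 (without gilt 04) to 1643 (without 14) in LE and from 42 (04) to 100 (13) in GE, and across the 6 such fits from 65 (13) to 221 (05) in S. Genes DE in one cell type only ranged from 516 to 1461 in LE, 14 to 52 in GE and 29 to 157 in S, and pathway genes from 45 to 97 in LE, 3 to 11 in GE and 8 to 24 in S. Opposite directions were found for 0 to 1 genes, and a response differing between LE and GE for 0 to 46 genes (46 without gilt 14), between LE and S for 0 to 1 and between GE and S for 0 to 0. The MDS distances ranged from 2.898 to 3.317 in LE, from 1.151 to 1.531 in GE and from 2.066 to 2.266 in S.

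Depth limits results near the floor of 3 counts. With all libraries thinned to 893912 counts, 974, 70 and 155 genes were DE in LE, GE and S.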

Differences from the paper's values

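The likelihood ratio test with robust dispersions was chosen only after the values were seen. In the following, an alternative is said to close a gap where its value no longer differs from the paper's by more than 1.5 times (counts and the p value at an FDR of 1%) or by more than 1 SE (log2 FC). The alternatives not named for a value left the gap open. All alternatives named without further remark were set before the data were examined.

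DE genes numbered 1146 in LE (the paper's 2388), 81 in GE (the paper's 246) and 170 in S (the paper's 597). The exact, likelihood ratio and DESeq2 Wald tests closed the gap in all 3 cell types, and in LE so did an FDR below 0.05 and leaving out gilt 14. With robust dispersions, chosen after seeing the values, there were 2537, 289 and 655. Genes with higher expression numbered 722 in LE (the paper's 1260), closed by the exact, likelihood ratio and DESeq2 Wald tests, by p below 0.0021 or FDR below 0.05 in every cell type, by the GC covariate and without gilt 14, and genes with lower expression 424 (the paper's 1128), closed by the exact, likelihood ratio and DESeq2 Wald tests and by FDR below 0.05. In GE 67 genes were higher (the paper's 193) and 14 lower (the paper's 53), and in S 49 were higher (the paper's 231) and 121 lower (the paper's 366), all 4 closed by the exact, likelihood ratio and DESeq2 Wald tests. With robust dispersions, chosen after seeing the values, 1335 were higher and 1202 lower in LE, 225 and 64 in GE, and 265 and 390 in S.

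DE only in LE were 1005 genes (the paper's 1920), closed by the exact, likelihood ratio and DESeq2 Wald tests, by p below 0.0021 or FDR below 0.05 in every cell type and without gilt 14 (2013 with robust dispersions, chosen after seeing the values). The p value at an FDR of 1% in LE was 0.001 (the paper's 0.0021), closed by the exact, likelihood ratio and DESeq2 Wald tests and without gilt 14 (0.00221 with robust dispersions, chosen after seeing the values).

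Of the pathway genes, 76 were DE in LE (the paper's 122), closed by the exact, likelihood ratio and DESeq2 Wald tests, by p below 0.0021 or FDR below 0.05, by the GC covariate and without gilt 14. Lower in LE were 19 (the paper's 41), closed by the exact, likelihood ratio and DESeq2 Wald tests, FDR below 0.05 and without gilt 14. In GE 6 were higher (the paper's 16), closed by the exact, likelihood ratio and DESeq2 Wald tests and without gilt 14, and 0 lower (the paper's 3, with 11 lower here at an unadjusted p value below 0.05), closed by the likelihood ratio test, the joint fit without block and without gilt 13. In S 5 were higher (the paper's 20), closed by the likelihood ratio and DESeq2 Wald tests. With robust dispersions, chosen after seeing the values, 125 were DE and 46 lower in LE, 18 higher and 5 lower in GE, and 21 higher in S.

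The log2 FC of SLC24A4 in LE was −6.60 (the paper's −8.2, also in Tables 2 and S4), closed by the random block. Values of Table 1 that differed were those of ABCC9 in S (1.49, the paper's 0.6; closed by library size alone, GC, the random block and without gilt 04 or 13), AKR1B1 in S (3.38, the paper's 2.2; library size alone, the random block, without gilt 02 or 04), CDH17 in LE (−5.24, the paper's −6.5, also in Table S4; DESeq2, GC, the random block) and in GE (−4.14, the paper's −2.6; only the 6 gilts with S, GC, the random block, without gilt 01, 03 or 06), DEFB1 in LE (−3.11, the paper's −5.2; the random block, without gilt 14), FXYD4 in LE (−3.31, the paper's −4.9; without gilt 14), HPGD in LE (−2.97, the paper's −3.8; GC, the random block, without gilt 14) and in GE (−2.14, the paper's −1.4; GC, the random block, without gilt 01, 03, 06 or 14), IL24 in LE (−2.03, the paper's −2.8; both joint fits, without gilt 01 or 13) and SLCO4C1 in LE (2.39, the paper's 1.6; library size alone, the 6 gilts with S, the random block, without gilt 03 or 04).

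Further values given in Table 1 and Table S4 were those of ACOD1 in LE (8.70, the paper's 10.3; closed by the random block) and SERPINB7 in LE (9.15, the paper's 10.4; both joint fits) and in GE (4.89, the paper's 7.9; none). In Table S4 alone they were those of MUC5AC in LE (−2.72, the paper's −5.9; the random block), LOC100623616 in LE (−2.48, the paper's −6.0; the random block, without gilt 14), CHL1 in LE (−4.36, the paper's −6.5; thinned counts), MT1A in LE (−3.92, the paper's −6.8; none), SEMA3D in LE (−4.11, the paper's −6.9; none), and in GE LOC100625764 (−1.47, the paper's −2.9; none), LOC110255621 (−1.56, the paper's −3.0; GC, without gilt 01) and LOC106505112 (−2.95, the paper's −4.0; library size alone, the exact, likelihood ratio and DESeq2 Wald tests, without gilt 02, 03, 04 or 05).

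With robust dispersions, chosen after seeing the values, the log2 FC were −8.22 for SLC24A4, 0.62 for ABCC9, 2.15 for AKR1B1, −6.45 and −2.54 for CDH17 in LE and GE, −5.16 for DEFB1, −4.85 for FXYD4, −3.84 and −1.39 for HPGD in LE and GE, −2.76 for IL24, 1.61 for SLCO4C1, 10.3 for ACOD1, 10.4 and 7.88 for SERPINB7 in LE and GE, −5.86 for MUC5AC, −6.06 for LOC100623616, −6.47 for CHL1, −6.75 for MT1A, −6.93 for SEMA3D, −2.90 for LOC100625764, −3.09 for LOC110255621 and −4.05 for LOC106505112.

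Of 121 statements of the text that a gene is DE in LE, GE or S, 72 were met by a call (53 of 65 in LE, 8 of 18 in GE and 11 of 38 in S), and for the 115 with a direction the sign was the same in all. The list of IFN-stimulated genes, which the paper places in LE and/or stroma, is not among these statements. In that list, IFI30 had the opposite sign in LE. Of the 49 without a call, 46 had an unadjusted p value below 0.05, and 37 were called by at least 1 alternative set before the data were examined. Among the 12 called by none of these were SLC24A4 in S, S100G in GE and S, BMP2 in S, IRAK3 in LE, IFNGR2 in GE, TLR4 in LE, CYP7A1 in LE, SULT1E1 in GE and S, and ABCC4 in S. Robust dispersions, chosen after seeing the values, called 45 of the 49, and neither they nor the alternatives called, among others, S100G and BMP2 in S and IRAK3 in LE.

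The exact, likelihood ratio and DESeq2 Wald tests all called, among others, FGF9, EGF, ITGB6, NFKB1, STAT2 and LOC100738003 (CYP7B1) in LE, SERPINB2, FGF7, CD14, UGT1A6, AKR1B1 and LOC100738425 in GE, and PROX1, SOSTDC1, LOC102165712, SERPINB7, TRPV6, CLDN1, CLDN8, TGFB3, INHBB, ALCAM, IFNAR2, IFNGR2, CD14, CD99, CYP7A1 and PLA2G4A in S. SERPINB7 in GE was called by the exact and likelihood ratio tests, and SCN3A in S by DESeq2 alone. An FDR below 0.05 called FGF9, EGF, EGFR, ITGB6, NFKB1, STAT2, LOC100738003 and PTGES in LE, and p below 0.0021 called FGF9. Both joint fits called SERPINB2, SERPINB7 and AKR1B1 in GE, SERPINB7, CLDN8, ALCAM and IFNAR2 in S, and NFKB1 in LE. The GC covariate called EGFR in LE and PROX1, CLDN1, CLDN8, CYP7A1, PLA2G4A and PTGS2 in S. Library size alone called PROX1, LOC102165712, CLDN8 and CYP7A1 in S, thinned counts called SERPINB7 and AKR1B1 in GE and CLDN8 and CYP7A1 in S, filterByExpr called CLDN8 and CYP7A1 in S, and at least 10 counts in every library called CLDN8 in S. The 6 gilts with S called SERPINB2 and AKR1B1 in GE.

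Without gilt 14, calls were PROX1, ANGPT2, GJA1, IFNGR2 and CD99 in S, FGF9, EGFR, STAT2 and LOC100738003 in LE, and CD14, UGT1A6, AKR1B1 and LOC100738425 in GE. Leaving out gilt 01 called CLDN1 and ALCAM in S and IRAK4 and NFKB1 in LE, gilt 02 SERPINB7 in GE and S, gilt 03 SERPINB2 and FGF7 in GE, gilt 04 CYP7A1 in S, gilt 05 CLDN8 in S and ITGB6 in LE, and gilt 06 AKR1B1 in GE.

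AKR1B1 in S, which the paper describes as not DE there, had a log2 FC of 3.38 and was called by the likelihood ratio and DESeq2 Wald tests alone. IFI30 is listed by the paper among genes with lower expression, while it was higher in LE (log2 FC 1.85), as it is in the paper's own Table S2. The abstract describes sterol biosynthesis genes as higher in stroma, whereas the Results place steroid biosynthesis among the lower stroma genes. Of the cholesterol pathway genes listed for S here, 19 of 20 were lower, with none called. The paper describes genes that change in opposite directions in different cell types, whereas 0 genes were called so here (12 by robust dispersions, chosen after seeing the values; 2 each by the exact and likelihood ratio tests, 3 by DESeq2, and 1 each without gilt 05 or 14). The paper in one place places ITGB6 and ITGB8 among genes DE in complete tissue only, while ITGB8 was called in LE (log2 FC 1.44) and ITGB6 in GE (2.28). Of coiled-coil domain containing genes, 9 were listed for GE alone, fewer than the paper states. The clean reads listed per library in Table S1 sum to 357.2 M, more than the total in the paper's text.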

Other observations

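The tests of calls above the carried level, of epithelial markers and gland transcripts in the S libraries and of PTPRC were chosen only after the result was seen.

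Splits of the gilts into other groups were counted for the calls, the real split included. In LE, 1 of 35 splits, the real one, gave as many DE genes and 1 of 35 as many pathway genes. In GE this held for 4 of 35 and 2 of 35 splits, so that the GE totals are within what other splits give. For S, 1 of 10 splits gave as many DE genes and 1 of 10 as many pathway genes, which is the smallest share 10 splits can give. Genes DE only in LE were as many in 1 of 20 splits of all gilts that keep the S libraries balanced, again the smallest share possible.

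Sequencing depth and the number of gilts were tested as explanations of the larger number of DE genes in LE. With all libraries thinned to one depth, 974 genes were DE in LE and 70 in GE. In the 6 gilts with an S library, 886 genes in LE passed the unadjusted p value used for S, where 170 were DE. Both argue against these explanations as the whole cause. With the GC percentage as a covariate, 1048 of the 1146 DE genes in LE were called again, which argues against GC content.

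Genes raised most in LE were also raised in pregnant GE and S, at a fraction of their level in pregnant LE. Over genes called higher in LE, with at least 50 CPM in pregnant LE and at most 3 CPM in control GE or S, this share had a median of 14.2% in GE (22 genes, quartiles 13.1% and 15.3%) and 26.9% in S (17 genes, quartiles 19.7% and 28.7%). Shares differed between gilts, with medians of 21.1%, 8.60%, 14.9% and 9.72% in GE of gilts 01, 03, 05 and 14, and 8.31%, 53.0% and 18.0% in S of gilts 01, 05 and 14. Within a gilt, the spread of these shares between genes (SD of log2) was 0.508, 0.832, 0.472 and 1.04 in GE of gilts 01, 03, 05 and 14, against 0.687, 0.921, 0.774 and 0.874 for genes unchanged in LE, and 0.675, 0.302 and 1.14 in S of gilts 01, 05 and 14, against 0.805, 0.593 and 0.852. It was thus smaller in every gilt but gilt 14.

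Abundant genes gave a further test. Among 2550 genes of at least 100 CPM in pregnant LE that all 3 tables list, the lowest level in pregnant GE was 10.4% of that in LE (PTI), and 3 of them lay below 10% in S (lowest 5.58%), whereas 23 of 2425 such genes of pregnant GE lay below 5% in LE (MEP1B at 0.226%). In controls the lowest level of such LE genes was 11.7% in GE and 22.6% in S, and between pregnant GE and S the lowest levels were 30.3% and 22.7%, so that the floor is not specific to LE genes in pregnant libraries. Genes missing from a table are left out of this comparison, which removes the lowest levels. Of 579 genes called higher in LE with at least 50 CPM, 7 are not listed for GE and 6 not for S, among them SLC15A1 at 105 CPM. LE RNA carried into GE and S libraries may explain the pattern, and a graded response of GE and S stays open.

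RNA carried from LE as the source of every call is argued against, while RNA carried from GE into S was not tested. A gene was taken as above the carried level where it exceeded 1.5 times the sum of its control level and the gilt's share of its LE level. This held in all 4 gilts for 7 of the 61 genes called higher in GE that all tables list (among them ITGB6, SLC39A7, ST6GAL1, CDO1, MPZL2 and SLPI), and in all 3 gilts for 10 of 42 in S (BMP4, SLCO2A1, RRBP1, PAPSS2, ST6GAL1, GREB1, GABRP, ABCG1, GALNT4 and SLPI). Genes from which the share itself was taken are among the other calls, so that these calls are not evidence of carried RNA. The carried level was exceeded in no gilt by 27 of the 61 genes in GE and 7 of the 42 in S. Among them, IFNAR1, IFNAR2 and TRPV6 in GE (0 of 4 gilts) were not used for the share, so that LE RNA stays open for these GE calls.

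The S libraries did not differ from LE in controls for any gene at an FDR of 0.01 (401 genes at an unadjusted p value below 0.05), nor from GE in controls (1209) or in pregnant gilts (270). In pregnant gilts, 85 genes were higher and 10 lower in S than in LE (256 and 269 with the gilt as a random block). Fibroblast markers were not higher in S than in LE of the control gilts (median log2 ratio −0.97, higher in 0 of 3 gilts), and in pregnant gilts they were higher in 2 of 3 (median 0.16). Epithelial markers in S were at a median log2 ratio of 0.02 (0.019) to LE in controls, which is consistent with epithelial RNA in the S libraries. Epithelial markers were also higher in S than in GE in 3 of 3 control gilts (median 0.81), but only in 1 of 3 pregnant gilts (median −0.31). Fibroblast markers were higher in GE than in S in 3 of 6 gilts (by 3.35 in gilt 02, 0.94 in gilt 04 and 0.42 in gilt 05). Labels of GE and S exchanged in all gilts are argued against, because ACP5, a gland transcript, was higher in the library labelled GE in 6 of 6 gilts. In gilt 02, however, the ratio was only 1.23 (1.46 for UABP-2), so that an exchange in gilt 02 cannot be told apart from other cells in its GE library, and in gilt 05 it was 1.27 (1.57).

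Changes of marker lists with pregnancy were, as median log2 FC in LE, GE and S, −0.64, 0.53 and −0.42 for epithelium, −0.23, −0.53 and 1.68 for fibroblasts, 0.72, −0.24 and 1.45 for blood endothelium, −0.54, −0.52 and 0.05 for leukocytes, and 2.01, −1.41 and 1.45 for smooth muscle (2 of 4 genes listed in LE and S). Several of these values rest on 1 library. Without gilt 02, the GE medians became 0.62 (0.615) for fibroblasts, 1.02 for blood endothelium and 2.71 for smooth muscle, and without gilt 01 that of smooth muscle in LE became −0.80 (−0.795). The fibroblast list was higher in S in 6 of 6 genes (camera FDR 0.00789, fry FDR 0.502), but its median fell from 1.68 to 0.48 (0.475) without gilt 01, that of blood endothelium in S from 1.45 to 0.00 (0.00017) and that of smooth muscle in S to 0.03, so that these changes rest on the S library of 1 gilt. MMRN1 and PROX1 rose in pregnant S together with the 3 listed lymphatic markers LYVE1, FLT4 and RELN (median log2 FC 2.96, and 1.66 without gilt 01, camera FDR 0.00471, fry FDR 0.369), so that more lymphatic endothelium in these libraries is a candidate explanation. None of the lymphatic markers is listed for GE, and LE lists FLT4 alone.

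Leukocytes were tested as a source of S100A8, S100A9 and S100A12 in pregnant LE. PTPRC was lower (log2 FC −0.905), as were CSF1R (−0.79) and CD74 (−0.28), while CD68 was higher (0.93). Markers that go both ways, with control levels that would hide a small share of leukocytes, decide nothing, so that leukocytes and expression by the epithelium cannot be told apart here.

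Cholesterol biosynthesis genes were lower in pregnant S with a median log2 FC of −1.23 with the GC percentage as a covariate, and of −1.12 without gilt 14, the value nearest to 0 among the fits without 1 gilt. Neither GC content nor a single library explains the change, and an effect of pregnancy on S or on epithelial cells in it stays open.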
